# Systemic and transcriptional response to intermittent fasting and fasting-mimicking diet in mice

**DOI:** 10.1186/s12915-024-02061-2

**Published:** 2024-11-20

**Authors:** Helene Michenthaler, Kalina Duszka, Isabel Reinisch, Markus Galhuber, Elisabeth Moyschewitz, Sarah Stryeck, Tobias Madl, Andreas Prokesch, Jelena Krstic

**Keywords:** Intermittent fasting, Fasting-mimicking diet, Gene expression, Transcription, RNAseq, Mice, Metabolites, Systemic response

## Abstract

**Background:**

Dietary restriction (DR) has multiple beneficial effects on health and longevity and can also improve the efficacy of certain therapies. Diets used to instigate DR are diverse and the corresponding response is not uniformly measured. We compared the systemic and liver-specific transcriptional response to intermittent fasting (IF) and commercially available fasting-mimicking diet (FMD) after short- and long-term use in C57BL/6 J mice.

**Results:**

We show that neither DR regimen causes observable adverse effects in mice. The weight loss was limited to 20% and was quickly compensated during refeeding days. The slightly higher weight loss upon FMD versus IF correlated with stronger fasting response assessed by lower glucose levels and higher ketone body, free fatty acids and especially FGF21 concentrations in blood. RNA sequencing demonstrated similar transcriptional programs in the liver after both regimens, with PPARα signalling as top enriched pathway, while on individual gene level FMD more potently increased gluconeogenesis-related, and PPARα and p53 target gene expression compared to IF. Repeated IF induced similar transcriptional responses as acute IF. However, repeated cycles of FMD resulted in blunted expression of genes involved in ketogenesis and fatty acid oxidation.

**Conclusions:**

Short-term FMD causes more pronounced changes in blood parameters and slightly higher weight loss than IF, while both activate similar pathways (particularly PPARα signalling) in the liver. On individual gene level FMD induces a stronger transcriptional response, whereas cyclic application blunts transcriptional upregulation of fatty acid oxidation and ketogenesis only in FMD. Hence, our comparative characterization of IF and FMD protocols renders both as effective DR regimens and serves as resource in the fasting research field.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-024-02061-2.

## Background

During fasting, peripheral organs cooperate to maintain systemic metabolic homeostasis with the major aim of providing the brain with appropriate energy substrates [1, 2]. In modern societies, fasting periods are constantly curtailed due to an over-abundance of high-caloric foodstuffs. Together with our sedentary lifestyle, this often leads to a host of metabolic diseases, such as obesity and diabetes [3, 4]. Dietary restriction (DR), accomplished through a variety of regimens, such as intermittent fasting (IF), time-restricted feeding or different calorie-restricted diets, are potent strategies that have been shown to increase health span and longevity in model organisms from bacteria to non-human primates [5–10]. In general, health benefits of DR arise not only from weight loss and amelioration of metabolic disease [11–14] but also through improvements of the immune [15, 16] and cognitive functions [15, 17].

To circumvent micronutrient deficits during water only fasting and to improve patient compliance, a commercially available diet that mimics the effects of fasting was developed [15, 18]. When fed to mice, fasting-mimicking diet (FMD) provides 50% of the average caloric intake on the first day and 10% of the average caloric intake on the following days. The number of days during which the mice will receive 10% of the average caloric intake can be adapted to animals’ response. For instance, refeeding can be initiated when mice lose approximately 20% of their starting weight. The beneficial effects of FMD have been shown in several disease contexts, such as beta-cell regeneration in the pancreas [19], increasing therapy efficacy in breast cancer [20], or aiding regeneration and fighting autoimmunity in multiple sclerosis [16] or inflammatory bowel syndrome [21]. Intriguingly, in some mouse studies, IF or periodic fasting inflicted lasting effects that were maintained even when interrupted by longer periods of normal nutrient supply [22–24]. Similarly, in a clinical study testing FMD cycles, several of the improved health risk parameters were retained 3 months after the final FMD cycle [25].

Even though fasting and FMD have been used as DR strategies in various studies, the systemic effects of the two have not been directly compared thus far. Hence, we aimed to compare the systemic and transcriptional changes induced by two regimens in mice, defining metabolic effects that can aid the design of future mouse studies in the fasting research field.

We previously showed that fasting causes time-resolved transcriptional changes in the liver, the central organ in the fasting response [26], as well as that both IF and FMD alleviate therapy resistance in hepatocellular carcinoma [27]. Here, we compared the systemic response to fasting and FMD in mice after single and repeated regimens. We also compare the respective transcriptional response in the liver. Our results demonstrate that both DR regimens trigger the anticipated systemic response, with short-term FMD leading to more pronounced changes than IF in systemic parameters and slightly greater weight loss. At the transcriptional level, both DR interventions produced similar pathway-level transcriptional programs, with the PPARα signalling pathway being the most enriched in the liver. However, a more pronounced systemic response was also partly reflected in transcriptional changes upon FMD vs IF. Repeated IF induced similar transcriptional responses as acute IF, while repeated cycles of FMD resulted in blunted expression of genes involved in ketogenesis and fatty acid oxidation.

## Results

### Intermittent fasting and FMD in mice

To compare the systemic response to short-term IF and FMD, we employed these two regimens in the C57BL/6 J mouse strain (Fig. 1A). In the control group, mice had ad libitum access to the standard diet containing 65% carbohydrates, 24% protein and 11% fat (Fig. 1B). In the IF group, mice were food-deprived two times for 24 h with two ad libitum refeeding days in between (Fig. 1A). The third group was fed FMD containing 44% carbohydrates, 9% protein and 47% fat (Fig. 1B). On the first day, mice received FMD containing 50% of their average calorie intake, and on the second and third day they received 10% of their average calorie intake (Fig. 1A).

**Fig. 1:**
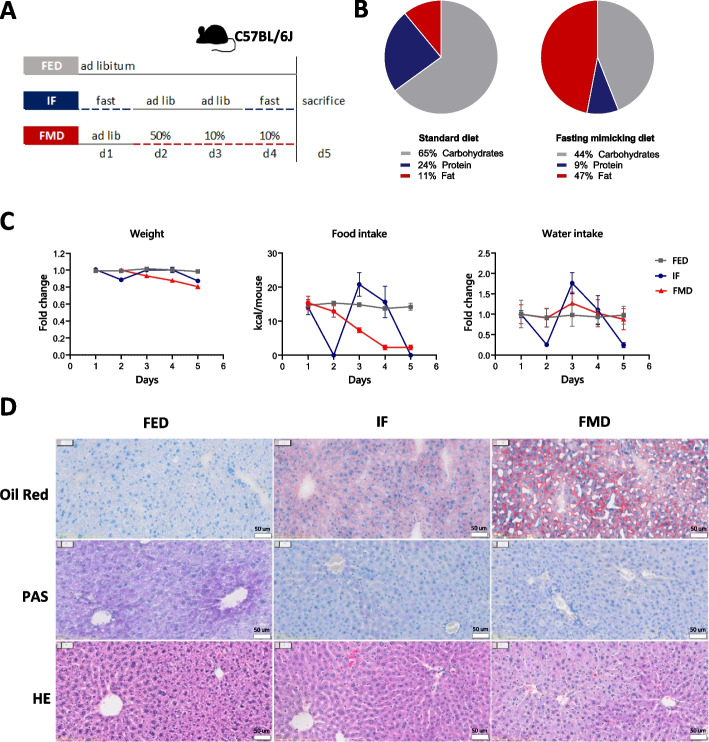
Intermittent fasting and fasting-mimicking diet in mice. **A** Experimental design: C57BL/6 J mice were either fed standard diet ad libitum (FED, *n* = 6), intermittently fasted (IF, *n* = 6) for 24 h on days 1 and 4, or fed a fasting-mimicking diet (FMD, *n* = 8) on days 2–4. Animals were sacrificed on day 5. **B** Macronutrient composition of the standard diet and FMD. **C** Body weight, food and water intake during the 5 days of the experiment. **D** Representative Oil Red O, PAS and H&E staining of the livers from fed, IF and FMD-fed mice

During fasting in the IF group, mice lost on average 17% of their starting body weight, which was regained upon refeeding. The mice fed FMD lost weight gradually, reaching an average 20% weight loss after day 3 (Fig. 1C). On refeeding days, the mice in the IF group increased their food intake by approximately 10% compared to standard chow diet-fed mice (Fig. 1C). As water intake was reduced in the IF group during food restriction (Fig. 1C), mice in IF and FMD group were provided ad libitum access to hydrogel to avoid dehydration. Furthermore, transient liver steatosis typically occurring upon fasting was observed in both fasted and FMD-fed mice, with higher lipid accumulation in the FMD group (Fig. 1D). Both IF and FMD resulted in glycogen depletion in the liver (Fig. 1D).

### Systemic metabolite changes after acute DR

We next analysed blood plasma of mice upon IF and FMD by nuclear magnetic resonance (NMR)-based metabolomics. Sparse partial least squares discriminant analysis (sPLS-DA) based on the metabolite composition revealed distinct clustering of the three groups (Fig. 2A). Both IF and FMD induced expected systemic response in mice. Glucose concentration was significantly reduced after IF, with even stronger decrease in the plasma of FMD-fed mice (Fig. 2B). Furthermore, ketone bodies (3-hydroxybutyrate (HB) and acetone) were significantly increased in plasma of both IF and FMD-fed mice, while lactate was slightly reduced in both groups (Fig. 2B). Moderate changes in plasma amino acid content were observed, with branched-chain amino acids (BCAA) more abundant in the IF group when compared to standard diet or FMD group. In addition, alanine levels were significantly reduced in the IF group when compared to FMD group, and no statistically significant difference was observed in phenylalanine and lysine levels (Fig. 2C).

**Fig. 2:**
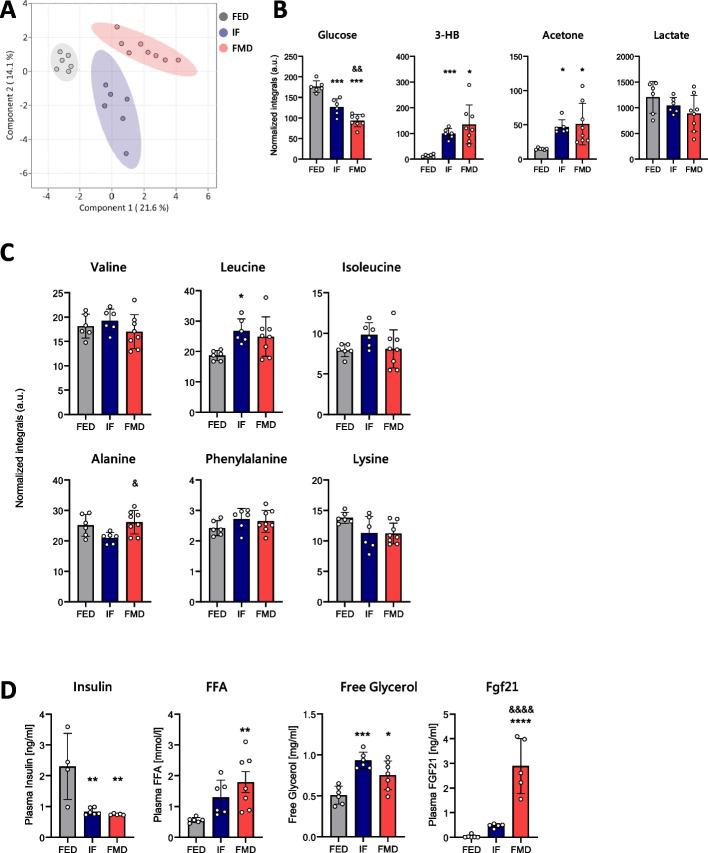
Systemic metabolite changes after acute dietary restriction. Plasma was collected on day 5 of the experiment. **A** sPLS-DA plot of NMR data of plasma samples from mice fed standard diet (FED, *n* = 6), intermittently fasted (IF, *n* = 6), or fed fasting-mimicking diet (FMD, *n* = 8). **B** Glucose, 3-HB, acetone and lactate concentration in the plasma of mice. **C** Branched-chain amino acid concentrations in the plasma of mice. **D** Insulin, free fatty acid (FFA), glycerol and FGF21 levels in the plasma of mice. Sample sizes (*n*) for each group: insulin (FED *n* = 4, IF *n* = 6, FMD *n* = 5); FFA (FED *n* = 6, IF *n* = 6, FMD *n* = 7); glycerol (FED *n* = 6, IF *n* = 6, FMD *n* = 7); FGF21 (FED *n* = 6, IF *n* = 5, FMD *n* = 5). Data are presented as mean values ± SEM. Significant differences were analysed by two-way ANOVA with Bonferroni post hoc tests. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***); *IF/FMD vs FED, ^&^IF vs FMD. Individual data values can be found in Additional file 7: Table 3

As expected, insulin levels were significantly reduced, while the concentration of free fatty acids (FFA) and free glycerol were significantly increased in plasma after both IF and FMD (Fig. 2D). Interestingly, we observed more than three times higher increase in FGF21 concentration in the plasma of FMD-fed vs IF mice (Fig. 2D).

### Genome-wide transcriptional regulation in response to acute DR

To investigate the transcriptome changes underlying the metabolic response to acute fasting, we carried out RNA sequencing (RNA-seq). 

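Liver RNA of 3 mice per group was sequenced by the authors as strand-specific mRNA libraries on the DNBSEQ platform. The groups were mice on the standard diet (FED), mice fasted for 24 h on day 1 and day 4 (IF), and mice given the fasting-mimicking diet from day 2 to day 4 (FMD), and all were sacrificed on day 5. The values deposited by the authors are TPM, a measure of transcript abundance normalized by the authors for transcript length and library total, with 1 column per library. Read counts were not used here, so the depth of each library is unknown. The table used here lists 5608 genes by NCBI identifier, against 21900 protein-coding genes in the RefSeq annotation, and so covers part of each library. The listed TPM summed to 27.9% ± 1.49 (SD, n = 3) of the total that TPM has by definition in FED, 34.0% ± 1.03 (SD, n = 3) in IF and 38.1% ± 4.31 (SD, n = 3) in FMD mice. Genes outside the table, such as Hspb1, Lpin1, Ppara, Fgf21 and Pck1, were not analysed here. TPM was converted to log2(TPM + 1), and the 4665 genes with a mean TPM of at least 1 were tested. The 9 libraries were fitted together with limma, with a mean-variance trend and Benjamini-Hochberg adjustment. A gene counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 0.585, the limits given in the paper. The paper's text names the Dr. Tom tool but not the test behind its calls. The listed genes as a whole were higher in both diet groups, with a median log2 fold change of 0.24 for IF vs FED, 0.48 for FMD vs FED and 0.24 for FMD vs IF. Above 0 were 81.1%, 91.4% and 83.6% of the genes in these comparisons. A change relative to the other genes is therefore the log2 fold change minus this median. Counts are also given after scaling each library by the median of its ratios to the geometric mean library, called scaled values here.

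**Figure D1:**
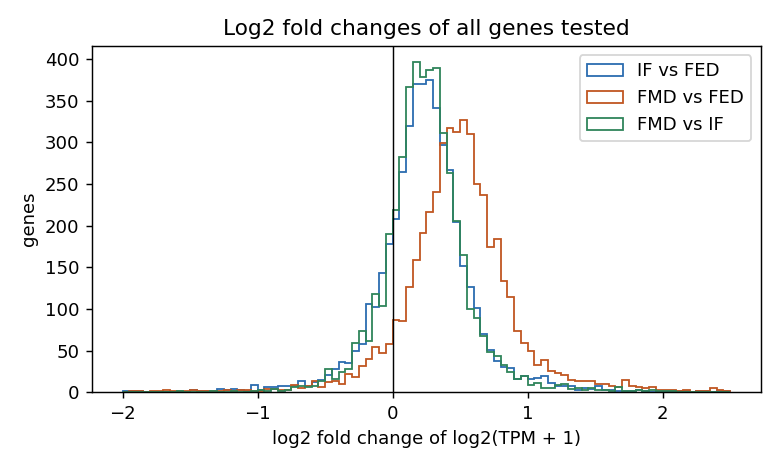
Number of genes (y axis) by log2 fold change of log2(TPM + 1) (x axis, bins of equal width) for IF vs FED, FMD vs FED and FMD vs IF among the 4665 genes tested; changes outside the plotted range are not drawn. The 3 distributions peak to the right of 0, with medians of 0.24, 0.48 and 0.24.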

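In IF vs FED livers, 553 genes were differentially expressed, 479 of them higher and 74 lower. In FMD vs FED livers there were 1732, of which 1658 were higher and 74 lower. After scaling, the counts were 333 genes in IF (172 higher and 161 lower) and 519 in FMD (256 higher and 263 lower). Scaling removes the median change of the listed genes, so this even split follows largely from it. The split does not show where the excess of higher genes came from. Of the genes called after scaling, 246 in IF and 330 in FMD were also called without it. With no limit on the fold change, the FMD count was 3135. The 3 libraries of each group did not overlap at 60.6% of the genes in IF vs FED and at 70.7% in FMD vs FED, where chance gives 10% for a single gene. A shift of all listed genes separates many genes at once, and after scaling the shares were 46.2% and 36.7%. The largest rises among genes without overlap in IF were in metallothionein 2, Mt2 (NCBI gene 17750), at a log2 fold change of 5.12 (adjusted p = 0.00337), Mt1 at 3.87 and Acot2 at 2.95. The largest falls were in Selenbp2 (NCBI gene 20342) at -5.25 (adjusted p = 4.6e-06), Fabp5 at -3.90 and Lifr at -2.22. In FMD vs FED, Acot2 (NCBI gene 171210) rose by 4.76, Mt2 by 4.38 and Cdkn1a by 4.00 on the log2 scale, while Selenbp2 fell by 6.05, Scd1 by 5.44 and Fabp5 by 2.84. Cdkn1a was at 184 TPM in FMD replicate 1 against 49.1 and 8.68 TPM in the other FMD mice, and without that library it rose by 2.97.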

A large number of genes were detected as uniquely deregulated in either DR regimen when compared to the fed group. 

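Among the genes tested, 445 were differentially expressed in both IF and FMD vs FED, 108 in IF only and 1287 in FMD only. Of the 445 shared genes, 402 were higher in both groups, 42 lower in both and 1, Maff, moved in opposite directions. After scaling, 216 genes were shared (116 higher, 98 lower and 2 opposite), 117 were called in IF only and 303 in FMD only. The overlap that the shared FED libraries and the number of changed genes give by themselves was simulated 100 times, with the changes assigned to genes at random. It was 356 genes on average and at most 391, in simulations that called 795 genes in IF and 1869 in FMD on average, more than the data gave. After scaling it was 75.3 on average and at most 91, with 497 and 667 genes called. A call in 1 group only did not by itself separate the diets. Of the 108 genes called in IF only, 12 also differed between FMD and IF, and of the 1287 called in FMD only, 158 did. After scaling these were 16 of 117 and 49 of 303.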

While a total of 882 differentially expressed genes were common to IF and FMD as compared to fed group (Fig. 3A), 712 and 877 genes were uniquely differentially expressed compared to fed group in IF and FMD, respectively (Fig. 3A). Hierarchical cluster analysis of gene expression patterns further confirmed distinct transcriptional profiles for IF and FMD each compared to the fed group (Fig. 3B and C). 

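Over all 4665 genes tested, rather than those already called, the mean Euclidean distance on log2(TPM + 1) was 15.5 between FED mice, 15.0 between IF mice and 34.0 between FMD mice. Between groups it was 34.3 from FED to IF, 51.2 from FED to FMD and 34.3 from IF to FMD, so IF mice lay about as far from FMD mice as FMD mice lay from each other. Distances between groups exceeded those within groups by 18.5 on average, the largest of the 280 ways to divide the 9 libraries into 3 groups (exact permutation test, one-sided, p = 0.00357, the smallest this design allows). Average-linkage clustering at 3 clusters put the FED mice together, the IF mice with FMD replicates 2 and 4, and FMD replicate 1 by itself. This grouping was the same after scaling.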

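Pathway lists were written from general knowledge of the KEGG pathways before the data were examined, and tested with limma's camera with an inter-gene correlation of 0.01 and adjustment over the 17 lists with at least 3 genes tested. In IF vs FED, the PPAR signalling list was represented by 22 genes tested of 80. Its genes rose 0.56 more than the other genes on the log2 scale (adjusted p = 8.9e-04), and 17 of the 22 lay above the median of all genes. The most significant members were Plin4 (NCBI gene 57435) (adjusted p = 1.8e-05), Gk (NCBI gene 14933) at a log2 fold change of 1.62 and Acadl (NCBI gene 11363) at 1.34. In the fatty acid degradation list, with 16 genes tested of 47, the difference was 0.79 (adjusted p = 1.6e-07) and 15 genes lay above the median. Of these 16 genes, 13 were differentially expressed, all higher, both over all genes and adjusted over the list alone, and 10 after scaling. In the PPAR list, 13 genes were called higher and 1 lower, or 13 and 2 adjusted over the list alone, and 11 and 1 after scaling. The estimate of the correlation between genes moved these tests most, to an adjusted p of 0.305 for both lists. The p53 signalling list, with 31 genes tested of 62, differed by 0.16 (adjusted p = 0.952), and 6 of its genes were called higher and 1 lower, or 4 and 2 after scaling. Aifm2 rose by 1.49, Gadd45b by 1.95 and Gadd45g by 2.68 on the log2 scale.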

KEGG pathway analysis of differentially expressed genes (DEGs) between IF and fed group demonstrated that upregulated DEGs were significantly enriched in multiple metabolic pathways, with PPAR signalling, fatty acid degradation and metabolism, as well as p53 signalling pathway ranking as top enriched pathways (Additional file 1: Fig. S1). 

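In the list for protein processing in the endoplasmic reticulum, 49 genes of 77 were tested, and in IF vs FED they changed by -0.30 relative to the other genes on the log2 scale (adjusted p = 5.0e-06 from camera). Only 11 of the 49 lay above the median of all genes, and 6 were called lower and 2 higher, or 12 and 0 after scaling. Pdia6 (NCBI gene 71853) had a log2 fold change of -1.30, Ddost (NCBI gene 13200) of -0.81 and Calr (NCBI gene 12317) of -0.80. In FMD vs FED the same list changed by -0.03 (adjusted p = 0.537), with 18 genes called higher and 0 lower, and with 2 higher and 6 lower after scaling. The list differed between FMD and IF by 0.28 (adjusted p = 6.6e-05). The steroid biosynthesis list had 5 genes tested of 21. It changed by -0.52 in IF (adjusted p = 0.0149) and by -1.01 in FMD (adjusted p = 5.5e-05), and after scaling the adjusted p was 0.268 and 0.0609. In IF, 1 of its genes was called higher and 0 lower, and 0 in either direction after scaling. In FMD, 1 was called higher and 3 lower, or 0 and 3 after scaling. In IF, 1 gene of the list was called higher and 0 lower, or 0 and 0 after scaling. In FMD, 1 was called higher and 3 lower, or 0 and 3 after scaling. Those called lower in FMD before scaling included Sqle and Fdft1, which fell by 1.08 on the log2 scale. Sqle changed by -0.67 in IF (adjusted p = 0.104). For the Reactome set for cholesterol biosynthesis, with 7 genes tested, camera after scaling gave an adjusted p over 746 sets of 0.0664 in IF and 0.0171 in FMD.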

Pathways related to protein processing and steroid biosynthesis were predominantly downregulated (Additional file 1: Fig. S1), reflecting a shift from anabolic to catabolic metabolism during fasting regardless of the DR regimen. 

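In FMD vs FED, the fatty acid degradation list was 0.67 above the other genes on the log2 scale (adjusted p = 7.9e-04 from camera), with 14 of 16 genes called, all higher, and 8 after scaling. The PPAR signalling list was 0.23 above them (adjusted p = 0.448), with 17 genes called higher and 3 lower. After scaling its adjusted p was 0.00560, with 9 genes higher and 3 lower. Scd1, a member of this list, carried its largest change. Of the lists tested, 8 passed an adjusted p of 0.05 in IF vs FED and 4 in FMD vs FED, and after scaling 8 did in each.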

Despite many uniquely IF or FMD differentially regulated genes (Fig. 3A), on pathway level a comparable transcriptional program was observed in FMD group compared to fed group (Additional file 2: Fig. S2). Gene Set Enrichment Analysis (GSEA) also revealed strong enrichment in pathways related to fatty acid degradation and PPAR signalling in both the IF and FMD group when compared to the fed group (Fig. 3D and E). This suggests that both DR interventions induce similar metabolic adaptations, particularly with respect to lipid metabolism (Fig. 3B and C).

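The rotation test fry was run on the same fit. It asks whether the genes of a list change in a shared direction, rather than more than other genes. After scaling, its adjusted p for fatty acid degradation was 0.0125 in IF and 0.0206 in FMD. For PPAR signalling it was 0.00948 in IF and 0.0147 in FMD. With the correlation between genes estimated from the data, 0 lists passed the threshold in any of the 3 comparisons, and 2, 2 and 0 had an unadjusted p under 0.05 in IF vs FED, FMD vs FED and FMD vs IF. Between FMD and IF, camera gave an adjusted p of 0.294 for fatty acid degradation and 0.105 for PPAR signalling, both pointing lower in FMD. Without FMD replicate 2, the adjusted p values were 0.00129 and 0.00139. Without FMD replicate 1, the fatty acid degradation test pointed higher in FMD (adjusted p = 0.680).

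**Figure D2:**
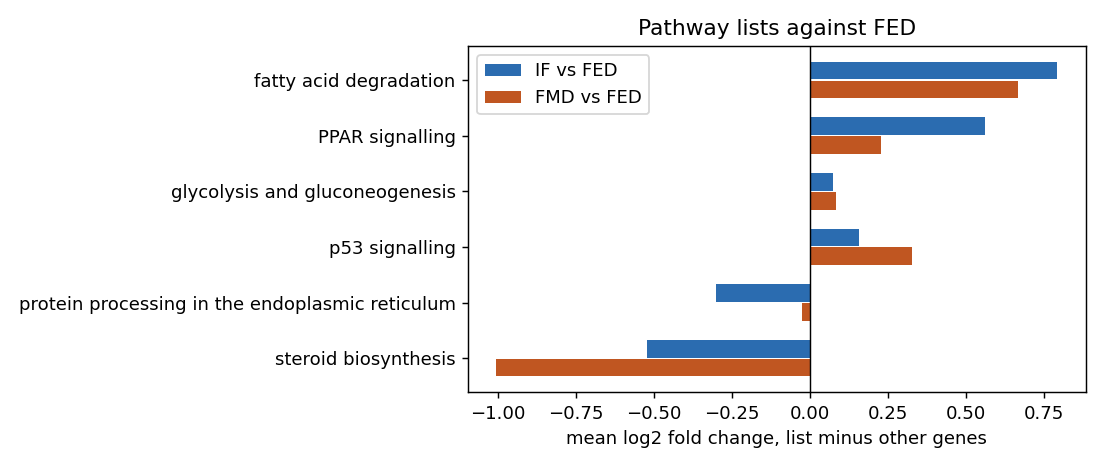
Mean log2 fold change of the genes of each pathway list minus that of the other genes tested (x axis, log2 units), for IF vs FED and FMD vs FED (1 bar each per list). Fatty acid degradation is at 0.79 and 0.67, and steroid biosynthesis at -0.52 and -1.01.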

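Across genes, the log2 fold changes of IF vs FED and FMD vs FED had a Pearson correlation of 0.729, where genes are not independent replicates. Both comparisons use the same FED libraries, and simulated IF and FMD groups without any change gave a correlation of 0.500 on average, from 0.448 to 0.541 in 100 simulations. With separate FED libraries for the 2 comparisons, the correlation was 0.653 on average over 6 divisions, from 0.638 to 0.686. From the enrichment of lipid pathways in both groups, the paper proposes that the metabolic adaptations to the 2 regimens are similar.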

**Fig. 3:**
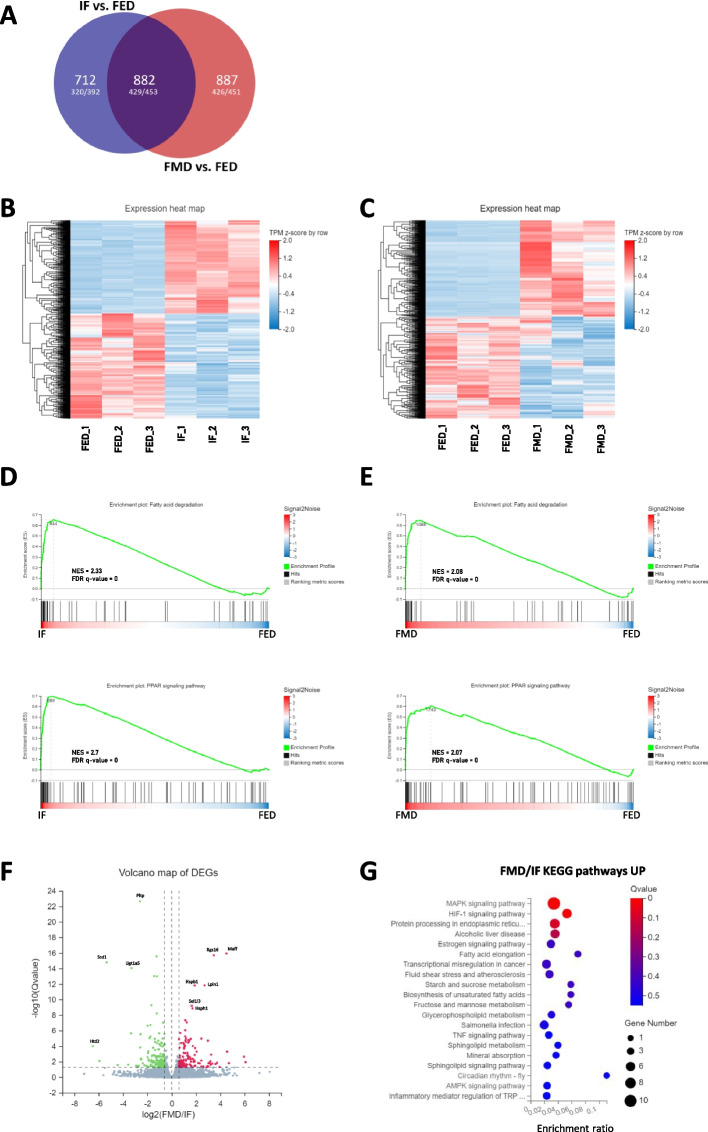
Genome-wide transcriptional reprogramming in response to acute dietary restriction. **A** Venn diagram illustrating the number of differentially expressed genes that are common and distinct in FMD-fed and IF mice; **B** Heatmap of differentially expressed genes (DEGs) in the liver of IF mice vs the mice fed standard diet (749 genes upregulated and 845 genes downregulated) as well as **C** mice fed FMD vs mice fed standard diet (855 upregulated genes and 904 downregulated genes) with upregulated transcripts shown in red and downregulated transcripts shown in blue. Values are presented as transcripts per million (TPMs); false discovery rate (FDR) 5%. DEGs were identified by comparing expression levels of each gene between groups; **D** Gene Set Enrichment Analysis (GSEA) for “KEGG fatty acid degradation” and “KEGG PPAR signalling pathway” in IF mice compared to mice fed standard diet as well as **E** mice fed FMD compared to mice fed standard diet. Dr.Tom analysis tool (BGI) was used to map GSEA hallmark gene sets (NES, normalized enrichment score); **F** Volcano plot showing DEGs with a fold change ≥ 1 and FDR 5% between IF and FMD groups; **G** KEGG pathway analysis of genes differentially upregulated in IF compared to FMD-fed mice. X-axis shows the enrichment factor and the y-axis indicates the associated KEGG pathway. The size of the dots reflects the number of differentially expressed genes associated with each pathway, and the colour of the dots indicates the *q* values

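Among members of the metabolic lists, Cpt2 (NCBI gene 12896) was at 72.9 ± 2.66 TPM (SD, n = 3) in FED, 161 ± 19.5 TPM (SD, n = 3) in IF and 173 ± 24.6 TPM (SD, n = 3) in FMD mice. Hadha (NCBI gene 97212) was at 131 ± 12.0, 291 ± 8.27 and 366 ± 46.1 TPM (SD, n = 3 each). The limma log2 fold change of Hadha was 1.15 in IF (standard error 0.12, adjusted p = 3.2e-04) and 1.48 in FMD (adjusted p = 2.7e-05), and the FMD value differed from the IF value by 0.32 (adjusted p = 0.104). Cpt1a (NCBI gene 12894) rose from 85.1 ± 16.5 TPM in FED to 260 ± 22.4 TPM in IF and 371 ± 115 TPM in FMD mice (SD, n = 3 each).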

Examination of key genes in metabolic KEGG pathways revealed transcriptional changes in both IF and FMD groups compared to the fed control (Additional file 1: Fig. S1C and Additional file 2: Fig. S2C). Strong changes in gene expression were observed across several pathways, including glycolysis/gluconeogenesis, PPAR signalling, p53 signalling and lipid metabolism for both DR interventions. 

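The glycolysis and gluconeogenesis list, with 22 genes tested of 51, did not move apart from the other genes, with a difference of 0.07 in IF (adjusted p = 0.519 from camera) and 0.08 in FMD (adjusted p = 0.672). Single members did change. Aldh3a2 (NCBI gene 11671) had a log2 fold change of 1.88 in IF (adjusted p = 4.3e-04) and 2.04 in FMD (adjusted p = 1.2e-04). In FMD, Aldoa rose by 1.56 on the log2 scale. The p53 signalling list in FMD differed by 0.33 (adjusted p = 0.715), with 13 genes called higher and 0 lower, or 5 and 2 after scaling. Gadd45b (NCBI gene 17873) went from 0.920 ± 0.193 TPM in FED to 6.50 ± 1.49 in IF and 23.4 ± 7.30 in FMD mice (SD, n = 3 each), and differed between FMD and IF by 1.68 (adjusted p = 0.00378).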

With the chosen cut-off, the IF group showed a higher number of significantly changed genes within the investigated pathways compared to FMD-fed group (Additional file 1: Fig. S1C and Additional file 2: Fig. S2C).

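The 6 lists for PPAR signalling, fatty acid degradation, fatty acid elongation, steroid biosynthesis, p53 signalling and glycolysis and gluconeogenesis together held 93 genes tested. In IF vs FED, 35 of the 93 genes were differentially expressed, and in FMD vs FED 57 were. After scaling, the counts were 28 (23 higher and 5 lower) and 34 (23 higher and 11 lower).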

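In the direct comparison of FMD and IF livers, 240 genes were differentially expressed, 218 higher in FMD and 22 lower. After scaling there were 104, 52 of them higher and 52 lower. This count depended on single libraries more than those against FED. Without FMD replicate 4 it was 819, and without IF replicate 2 it was 18. At an adjusted p under 0.01 it was 19. The libraries of the 2 groups did not overlap at 36.7% of the genes, and at 26.3% after scaling, where chance gives 10% for a single gene.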

Based on these observations, differential effects between the two DR interventions were analysed. A volcano plot of DEGs with a logFC of 0.585 and a *p* value < 0.05 highlighted the most significantly up- and downregulated genes between IF and FMD (Fig. 3F). For example, we found Hspb1 (heat shock protein family B member 1) and lipin 1 (Lpin1) to be higher expressed in the liver of FMD-fed mice, while the expression of stearoyl-CoA desaturase 1 (Scd1) was more pronounced upon IF (Fig. 3F).

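The 3 largest rises in FMD vs IF among genes without overlap were in Maff (NCBI gene 17133), Rgs16 (NCBI gene 19734) and Tnfrsf12a (NCBI gene 27279). The log2 fold change of Maff was 3.61 (standard error 0.24, adjusted p = 4.1e-05), and that of Rgs16 3.11 (adjusted p = 0.00128). For Tnfrsf12a it was 2.09 (adjusted p = 0.0380), with an adjusted p of 0.0551 after scaling. Tnfrsf12a was at 217 TPM in FMD replicate 1 against 49.2 and 33.9 TPM in the other FMD mice. The size of its rise thus rested partly on that library. Maff was at 1.77 ± 0.522 TPM in FED, 0.540 ± 0.211 in IF and 18.5 ± 6.96 in FMD mice (SD, n = 3 each). Of the largest falls, Pltp (NCBI gene 18830) had a log2 fold change of -2.38 (adjusted p = 0.00314) and Gas1 of -1.55 (adjusted p = 0.0193). Pltp rose by 2.40 in IF vs FED and changed by 0.02 in FMD vs FED, or by -0.51 after scaling.

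**Figure D3:**
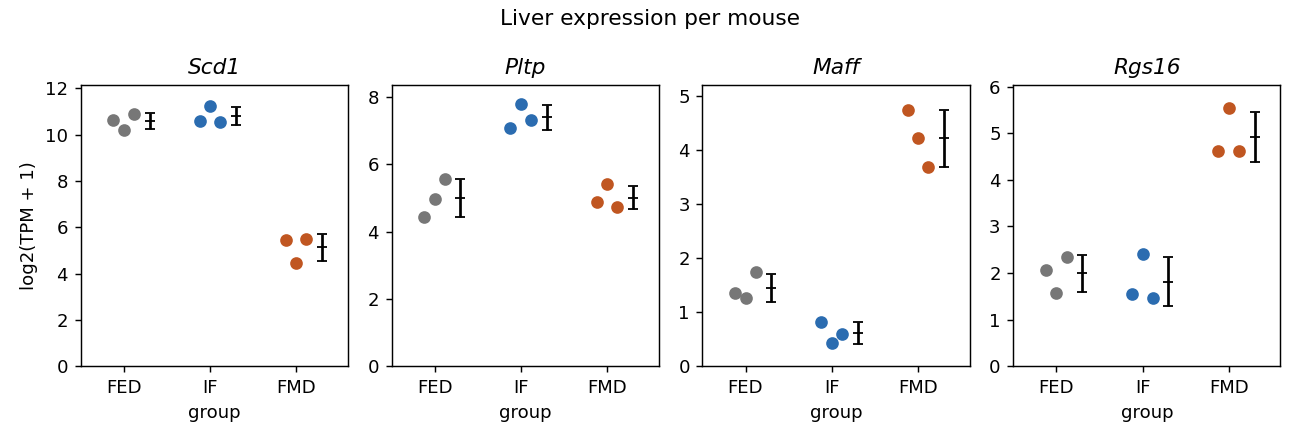
Expression of Scd1, Pltp, Maff and Rgs16 as log2(TPM + 1) (y axis) in each FED, IF and FMD mouse (points, n = 3 per group), with the mean and SD beside them. The Scd1 points of the FMD mice lie below those of all FED and IF mice, and the Maff and Rgs16 points lie above them.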

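Scd1 (NCBI gene 20249) was at 1558 ± 367 TPM (SD, n = 3) in FED, 1819 ± 500 TPM (SD, n = 3) in IF and 36.1 ± 13.1 TPM (SD, n = 3) in FMD mice. Its limma log2 fold change was -5.66 in FMD vs IF (standard error 0.29, adjusted p = 6.0e-06) and 0.22 in IF vs FED (adjusted p = 0.596), so the groups differed through a fall in FMD. With each library left out in turn, the FMD vs IF value stayed between -5.84 and -5.32.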

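For FMD vs IF, the MAPK signalling list had 70 genes tested of 204, which differed from the other genes by 0.11 on the log2 scale (adjusted p = 0.367 from camera), with 9 genes called higher and 0 lower, or 4 and 1 after scaling. The HIF-1 signalling list, with 43 genes tested of 102, differed by 0.12 (adjusted p = 0.330), with 5 called higher, or 3 after scaling. For fatty acid elongation, with 11 genes tested of 29, the difference was 0.07 (adjusted p = 0.913), with 1 called higher, with or without scaling. After scaling, fry gave an adjusted p of 0.0272 for MAPK, 0.0715 for HIF-1 and 0.880 for fatty acid elongation. Hmox1 (NCBI gene 15368) rose by 1.49 (adjusted p = 0.00195), Mknk2 by 1.36 (adjusted p = 0.0193) and Acot2 by 1.81 (adjusted p = 0.0196).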

KEGG pathway analysis demonstrated that FMD-upregulated DEGs were significantly enriched in mitogen-activated protein kinase (MAPK) signalling, hypoxia-inducible factor 1 (HIF-1) signalling and fatty acid elongation (Fig. 3G). Hence, direct comparison of IF and FMD responses suggests that while IF and FMD groups share common features in their transcriptional response, they also induce distinct signalling and metabolic pathways that may contribute to unique physiological effects.

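Of the genes called in both diet groups against FED, 32 of 445 also differed between FMD and IF, and 13 of 216 after scaling. From the direct comparison of the 2 groups, the paper proposes that IF and FMD also induce distinct signalling and metabolic pathways.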

### Transcriptional regulation of the metabolic response to acute DR

Building on our RNA-seq data, we validated the expression of hepatic metabolic pathway-related genes in all three groups using qPCR. The main functions of the analysed genes are described in Additional file 3: Table 1. The expression of *Pck1* and *Pcx* genes involved in gluconeogenesis was significantly changed only after FMD, while IF did not lead to significant differences in the expression of any of the genes, except *Gyk1* (Fig. 4A). Strikingly and in line with the RNAseq data, *Ppara* and *Fgf21* expression was significantly increased only after FMD (Fig. 4B), Fgf21 expression reflecting its increased concentration in blood (Fig. 2D). When compared to the fed group, significant increase in the expression of *Hadhb*, and a trend of increased expression of additional ketogenesis-involved genes (*Hadha* and *Hmgsc2*) was observed, however without significant difference between the IF and FMD groups (Fig. 4B). Genes coding for enzymes needed for fatty acid (FA) synthesis (*Fasn*, *Acss2* and *Acacb*) underwent potent downregulation after both IF and FMD (Fig. 4C). In contrast, some of the genes coding FA oxidation enzymes (*Ppargc1a*, *Acot1*, *Cpt1a*, *Cpt2*) were strongly upregulated in both IF and FMD groups, indicating accelerated FA oxidation under ketogenic conditions (Fig. 4D). As we previously published an involvement of p53 in response to acute fasting [28, 29], we also measured the mRNA expression of *Trp53* and its target genes. *Trp53* expression levels increased after FMD and were reduced after IF. In contrast, downstream target genes of p53 were significantly upregulated after FMD. However, no significant differences were detected after acute IF compared to control (Fig. 4E). Genes coding for apoptosis-related proteins showed a trend of decreased expression in both groups when compared to control (Fig. 4F). In line, TUNEL staining of liver sections did not show substantial elevation in apoptotic cell content in IF and FMD groups compared to the fed group (Additional file 4: Fig. S3).

**Fig. 4:**
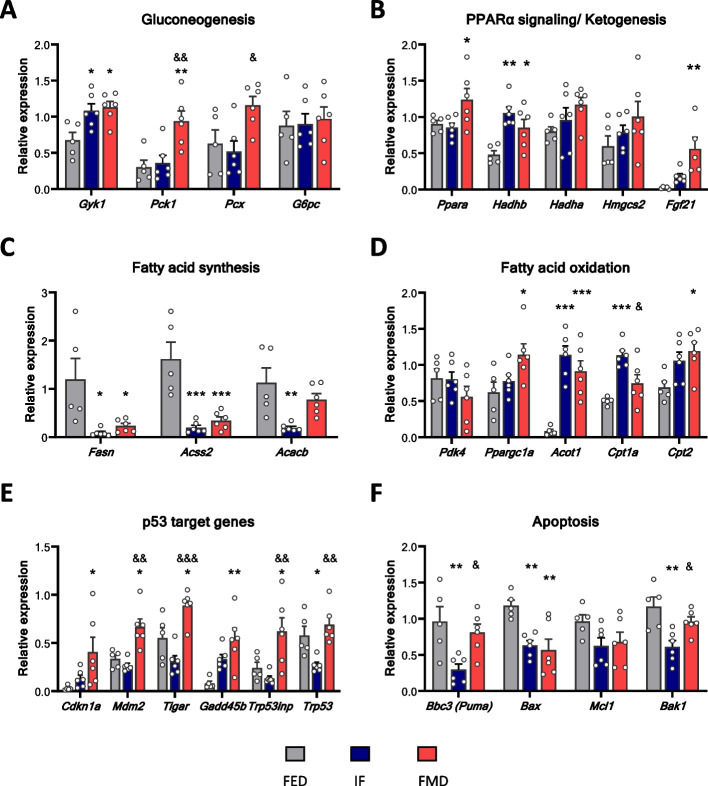
Transcriptional regulation of the metabolic response to acute dietary restriction. Relative mRNA expression of **A** gluconeogenesis-relevant genes, **B** PPARα signalling/ketogenesis-relevant genes, **C** fatty acid synthesis-relevant genes, **D** fatty acid oxidation-relevant genes, **E** p53 target genes and **F** apoptosis-relevant genes in the liver of FED (*n* = 5), IF (*n* = 6) and FMD (*n* = 6) mice. Significant differences were analysed by two-way ANOVA with Bonferroni post hoc tests. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***); *IF/FMD vs FED, ^&^IF vs FMD. Individual data values can be found in Additional file 8: Table 4

### Systemic metabolite changes after repeated IF and refeeding

To determine the effects of repeated IF and the dynamics of their reversibility, mice were fasted for 24 h four times with 2–3 intermittent refeeding days, with one group sacrificed immediately after the fourth fasting day and another after 3 days of refeeding (Fig. 5A). The control group was fed ad libitum (Fig. 5A). On fasting days, mice lost 8–15% of their starting body weight. Weight was completely regained during refeeding (Fig. 5B). In the IF group, food intake was higher than in control group, especially on the first refeeding day (Fig. 5B). Similar to acute fasting (Fig. 1C), water intake followed the pattern of food intake (Fig. 5B). Metabolome data was clearly conditionally separated (Fig. 5C) and changes in plasma metabolite concentrations after four fasting cycles (Fig. 5D and E) were less pronounced when compared to those observed after two cycles (Fig. 2B and C). After 3 days of refeeding, most of the metabolites returned to their previous concentrations (Fig. 5D). Transient liver steatosis and glycogen depletion upon IF were also reversed after refeeding (Additional file 5: Fig. S4).

**Fig. 5:**
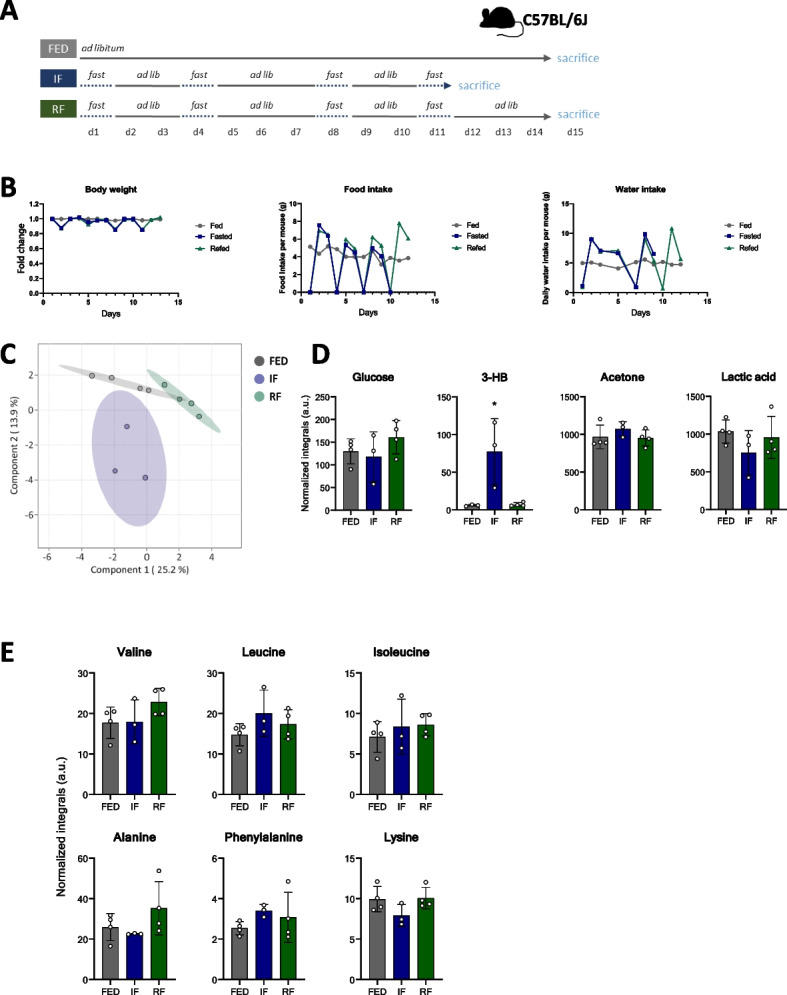
Systemic metabolite changes after repeated intermittent fasting and refeeding. **A** Experimental design: C57BL/6 J mice were either fed a standard diet and sacrificed on day 15 (FED, *n* = 4), intermittently fasted (IF, *n* = 3) and sacrificed on day 12, immediately after fasting, or on day 15 after re-feeding (RF, *n* = 4). **B** Body weight, food and water intake during the experiment. **C** Plasma was collected after the last day of the experiment, before the mice were sacrificed. sPLS-DA analysis of the NMR data. **D** Glucose, 3-HB, acetone and lactate concentration in the plasma of mice. **E** Branched-chain amino acid concentrations in the plasma of mice. Significant differences were analysed by two-way ANOVA with Bonferroni post hoc tests. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***); *IF/FMD vs FED, ^&^IF vs FMD. Individual data values can be found in Additional file 9: Table 5

### Transcriptional regulation of metabolic pathways after repeated IF and refeeding

While most genes coding for gluconeogenic enzymes showed only a trend towards upregulation after repeated fasting, the expression of *Pck1* was significantly increased after repeated IF and this increased expression remained high after 3 days of refeeding (Fig. 6A). Most genes coding for ketogenic enzymes were induced upon repeated fasting and remained high after refeeding (Fig. 6B). After strong downregulation upon fasting, the genes coding for enzymes involved in FA synthesis returned to normal expression levels upon refeeding (Fig. 6C). Intriguingly, the genes coding for enzymes involved in FA oxidation remained upregulated (*Acot1*, *Cpt1a* and *Cpt2*), or were even higher upregulated after refeeding, compared to the levels immediately after fasting (*Pdk4*, *Ppargc1a*) (Fig. 6D). Similarly, the mRNA expression of certain fasting responsive p53-target genes was significantly increased (*Cdkn1a*, *Mdm2* and *Gadd45b*) after repeated IF and the expression levels mostly returned to basal levels after 3 days of refeeding (Fig. 6E). Apoptosis-relevant genes showed no statistically significant difference after repeated fasting, except that *Bbc3* was strongly increased. However, *Bbc3* returned to normal expression levels after refeeding (Fig. 6F).

**Fig. 6:**
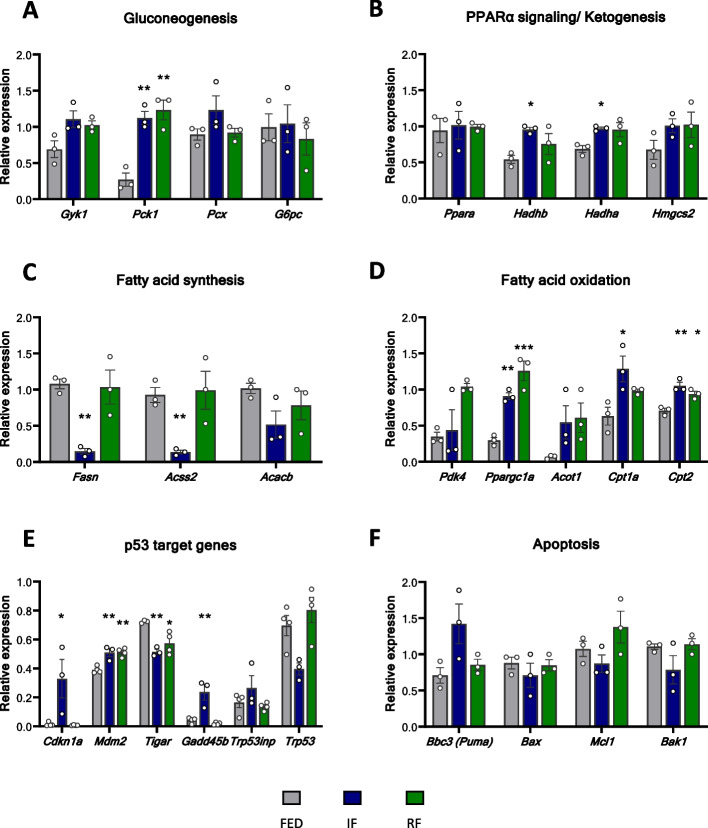
Transcriptional regulation of metabolic response after repeated intermittent fasting and refeeding. Relative mRNA expression of **A** gluconeogenesis-relevant genes, **B** PPARα signalling/ketogenesis-relevant genes, **C** fatty acid synthesis-relevant genes, **D** fatty acid oxidation-relevant genes, **E** p53 target genes and **F** apoptosis-relevant genes in the liver (*n* = 4 mice per group). Significant differences were analysed by two-way ANOVA with Bonferroni post hoc tests. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***); *IF/FMD vs FED, ^&^IF vs FMD. Individual data values can be found in Additional file 10: Table 6

### Transcriptional regulation of metabolic pathways after repeated cycles of FMD

To investigate the feasibility and fasting response upon repeated cycles of FMD, mice received three cycles of FMD for 3 days (50%-10%-10% average calorie intake) with eight refeeding days in between. The control group had ad libitum access to the standard chow diet (Fig. 7A). Again, mice fed FMD lost weight gradually, reaching an average 20% weight loss after 3 days on diet; during refeeding weight was completely regained (Fig. 7B).

**Fig. 7:**
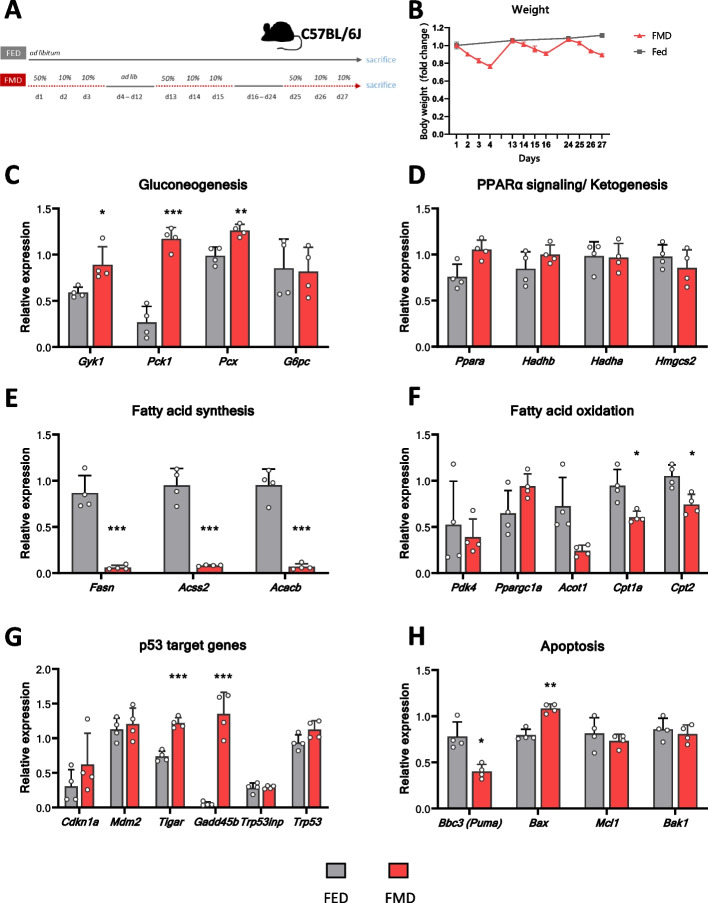
Transcriptional regulation of metabolic genes after repeated cycles of fasting-mimicking diet. **A** Experimental design: C57BL/6 J mice were either fed a standard diet (FED, *n* = 4) or fed three cycles of fasting-mimicking diet (FMD, *n* = 4) and sacrificed on day 28. **B** Body weight during the experiment. Relative mRNA expression in the liver: **C** gluconeogenesis-relevant genes; **D** PPARα signalling/ketogenesis-relevant genes; **E** fatty acid synthesis-relevant genes; **F** fatty acid oxidation-relevant genes; **G** p53 target genes; **H** apoptosis-relevant genes. Significant differences were analysed by two-way ANOVA with Bonferroni post hoc tests. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***); *IF/FMD vs FED, ^&^IF vs FMD. Individual data values can be found in Additional file 11: Table 7

The expression of genes involved in gluconeogenesis was significantly increased after repeated cycles of FMD diet compared to fed group (Fig. 7C), while the expression of ketogenesis-involved genes was not changed (Fig. 7D). Consistent with the strongly reduced expression after one FMD cycle (Fig. 4C), the expression of genes coding for enzymes involved in FA synthesis was blunted after repeated cycles of FMD (Fig. 7E), which was similar to repeated IF (Fig. 6C). Some genes coding for FA oxidation enzymes were significantly downregulated (*Acot1*, *Cpt1a*, *Cpt2*) in the FMD group indicating depleted fat sources after multiple cycles of FMD (Fig. 7F). Some p53 target genes (*TIGAR*, *Gadd45b*) were significantly increased after repeated cycles of FMD (Fig. 7G). Genes coding for apoptosis tended to be reduced upon FMD, except for *Bax* which was significantly increased (Fig. 7H).

## Discussion

Dietary restriction is the most potent intervention known to increase health and lifespan in preclinical animal models, as well as to reduce ageing-related disease markers in humans [30, 31]. Many modalities of DR have been developed over the years, with a common goal to make the diets more applicable and to increase diet adherence in patients [6]. One such modality is the FMD, first published in 2015 [15]. Both fasting and FMD represent non-pharmacological interventions that show positive effects on several organs at the same time without causing severe adverse effects like most drugs. However, we still lack a deeper understanding of the exact molecular mechanisms and acute and long-term effects of fasting regimens on the cellular and tissue level. Although fasting and FMD are already relatively well investigated, the direct comparison of their systemic implications is still missing.

In our study, both DR regimens induced a potent fasting response, reflected in decreased glucose and insulin concentrations and increased ketone body, FFA and FGF21 concentrations in blood. Mice fed FMD, in comparison to IF, had lower glucose levels and higher levels of 3-hydroxybutyrate, FFAs and most notably FGF21 in blood, suggesting a stronger acute fasting response after FMD.

On the transcriptome level, despite differences in specific genes, IF and FMD instigated similar transcriptional programs at the pathway level, particularly in lipid metabolism. PPARα signalling pathway was the top enriched pathway in the liver after both IF and FMD, although the expression of the *Ppara* gene itself was only significantly increased after FMD. Liver PPARα is one of the key transcription factors involved in the adaptive response to fasting [32]. It plays a pivotal role in regulating ketogenesis, FGF21 production and overall metabolic homeostasis during nutrient fluctuations [33]. FGF21, a hormone that plays a critical role in energy expenditure, lipid metabolism and glucose homeostasis, acts systemically to further promote fatty acid oxidation, improve insulin sensitivity and modulate feeding behaviour [34]. As mentioned, the concentration of FGF21 in the plasma of FMD-fed mice was more than three times higher in the plasma IF mice. These findings confirm the role of FGF21 as key metabolic regulator induced during fasting that is primarily controlled by PPARα in the liver [35], and also go in line with the overall stronger fasting response to FMD, also reflected in higher FFA concentration in the plasma, and higher expression of *Ppara* in the liver.

In line with our previously published data [26], short-term IF did not cause significant induction in the expression of *Pcx* and *G6pc* genes. However, contrary to previously published data, *Gyk1* and *Pck1* showed a trend towards an increase after acute fasting and a significant increase only after long-term IF or both acute and repeated FMD. This discrepancy, as well as the absence of increased fasting response genes after acute IF, could be caused by different experimental conditions in this and previous study (e.g. grouped housing vs single caging) [26]. In addition, increased expression of p53 target genes after FMD could also be caused by activation of other transcription factors (e.g. Foxo1) that are activated after longer DR regimens such as longer periods of fasting [36]. It is important to note that changes in metabolite levels upon DR do not necessarily reflect the changes in mRNA expression, resulting from variances in the duration of the transcriptional and metabolic end effect changes to occur. In general, the transcriptional changes identified in our study mostly agree with previous studies investigating fasting [26, 37, 38]. Some discrepancies in gene expression were observed and could be due to nuances in experimental design (e.g. duration of DR, sampling time point, mouse strain).

Four cycles of fasting in our study resulted in similar metabolic and transcriptomic changes as two cycles of fasting, similar to what was observed in an earlier study with shorter fasting protocol [37]. Almost all the metabolites and gene parameters reflecting the response after four cycles of fasting returned to standard values after 3-day refeeding. Only some genes involved in gluconeogenesis and FA oxidation were still highly expressed after refeeding, probably due to high, fasting-induced lipid content in the liver. Metabolic flexibility (adaptation to DR/fasting periods) has also been recently reported after repeated cycles of FMD [39]. However, three cycles of FMD led to a decrease in most genes involved in FA synthesis and oxidation. One explanation for this could be that repeated FMD cycles exhausted adipose tissue depots in mice, which would deplete circulating free FAs pre-empting their metabolism in the liver.

Similar effects on gut microbiota and immune status after long-term IF and FMD have recently been reported [40]. This study also demonstrated that FMD and IF induce similar outcomes as calorie restriction and, to a lesser extent, ketogenic diet. In addition to our findings, this confirms that IF and FMD elicit mostly similar systemic responses.

So far, fasting and FMD have been proven safe in clinical applications suggesting they could benefit public health as one promising implementation of preventive medicine [12, 13, 25, 31, 41, 42]. One of the advantages of FMD is its easy application, which allows for higher control of nutritional intake in clinical studies. The diet is separately assembled for daily use, which allows higher flexibility in the protocol duration. However, compliance to multiple cycles of FMD remains an issue [43, 44], even though to a lesser extent than in the case of IF. Clinical trials have proven FMD safe for use in cancer patients [18, 43–47], as well as in healthy individuals [48]. In the recently completed clinical study in cancer patients, the incidence of severe adverse effects was 12.9% in patients receiving FMD, while only 4% of the patients presented with severe hypoglycaemia [43, 46]. Of note, FMD was combined with anticancer therapy in these studies. In our mouse model, the animals withstood DR and recovered soon after refeeding.

Although fasting constitutes a simple and effective regimen with numerous beneficial effects on health and disease, the patient compliance remains one of the main hurdles in its clinical use, in addition to potential malnutrition and unwanted weight loss or cachexia in patients with cancer. From that perspective, FMD might be more applicable than IF and long-term dietary regimens because it avoids malnutrition through supplementation of essential vitamins and minerals [18] and offers the possibility of adapting the diet to patient-specific real-time systemic changes (e.g. in case of hypoglycaemia the FMD cycle can be shortened from 5 to 3 or 4 days). Furthermore, based on clinical studies, it is advised that FMD should be consumed by humans at most once a month and up to three to four times per year by healthy individuals [18, 31]. Needless to say, consumption of FMD, as any other fasting protocol should be supervised by health practitioners.

It is important to note that the FMD composition used in our mouse experiments is identical to that used in human patients and while the caloric restriction in mice always follows the same pattern (50% on day 1 and 90% on days 2–5), in clinical trials calorie restriction (50–70% on day 1 and 70% on days 2–5), as well as FMD cycle duration and refeeding time, differ depending on the study [49]. Hence, the direct comparison of parameters determining the response to FMD in mice and humans is difficult. Still, the overall induction of a fasting response (transient weight loss coupled with lower blood glucose, insulin and increase in ketone bodies) is observed in all different versions of the FMD protocol. In addition to our findings, a more detailed understanding of the exact molecular mechanisms of DR would help to foster the field of fasting mimetics that could be developed into pharmacotherapies.

## Conclusions

We show that both DR regimens elicit a distinct systemic response, with short-term FMD causing more pronounced changes in systemic parameters and slightly higher weight loss. On transcriptional level, both DR regimens resulted in mostly similar transcriptional programs at the pathway level with PPARα signalling pathway as top enriched pathway in the liver. In addition, FMD increased the expression of genes driving gluconeogenesis and PPARα signalling/ketogenesis more potently than IF. Furthermore, FMD showed higher expression of p53 target genes than IF, while apoptosis, a major downstream pathway of p53, was not significantly affected by both DR. Similar transcriptional response was observed upon acute and repeated IF, while repeated cycles of FMD lead to dampened expression of ketogenesis and fatty acid oxidation-relevant genes.

## Methods

### Mouse experiments

All in vivo experiments were performed in accordance with the European Directive 2010/63/EU and approved by the Austrian Federal Ministry of Education, Science and Research (ref. no. BMWFW-66.010/0160-WF/V/3b/2017). Mice were housed under standard 12-h light/12-h dark cycles.

Animals were randomly assigned to groups and were either ad libitum fed standard diet (Altromin 1320 fortified); intermittently fasted, meaning that the food was withheld for 24 h two times per week (with ad libitum access to water and hydrogel), with 2 or 3 days of ad libitum refeeding in between; or fed FMD, with ad libitum access to water and hydrogel. FMD was purchased from Prolon and was prepared as already published [15]. One FMD cycle lasted 3 days: 1st day accommodated 50% of the average calorie intake and days 2–3 accommodated 10% of the average calorie intake. For the long-term experiment, mice were kept on an ad libitum diet for 9 days between the FMD cycles. The protocol was repeated for three cycles. Average food intake was calculated for all mice based on their standard diet intake 1 week in advance. In the refeeding group, mice were refed standard diet ad libitum for 3 days and then sacrificed by cervical dislocation.

### Plasma parameters analysis

Plasma insulin levels were determined using the Ultra-Sensitive Mouse Insulin ELISA Kit (CrystalChem, Zaandam, Netherlands) according to manufacturer’s instructions. Plasma free fatty acids (FFA) and free glycerol concentrations were measured using NEFA-HR kit (Wako Chemicals GmbH, Germany) and Free Glycerol Reagent (Sigma-Aldrich, St. Louis, USA), respectively, according to manufacturer’s instructions. Plasma FGF21 concentration was measured using an ELISA from BioVendor (BioVendor R&D, Modrice, Czech Republic) according to manufacturer’s instructions.

### Histological staining

Liver tissues were fixed overnight in 4% paraformaldehyde solution and paraffin embedded for sectioning. Standard staining with haematoxylin and eosin was performed on 5 µm sections.

Glycogen was detected with a standardized periodic acid Schiff (PAS) staining technique. Therefore, 5 µm sections were deparaffinized and rehydrated in periodic acid for 25 min at room temperature. After washing in water, sections were incubated in Schiff´s reagent for 25 min, washed with water for 5 min and counterstained with haematoxylin.

Terminal deoxynucleotidyl transferase-mediated dUTP nick end-labelling (TUNEL) staining was performed on paraffin-embedded liver sections after antigen retrieval (93 °C, 7 min at pH 6) according to the manual for In Situ Cell Death Detection Kit (Roche, Basel, Swiss). Positive control was pre-treated with DNase I (3000 U/ml) and for negative control slides were treated with label solution instead of TUNEL reaction mix. All cell nuclei were stained with DAPI, and nuclei with positive signal in FITC channel were considered TUNEL-positive.

Oil Red O staining was performed to detect lipid accumulation in liver tissue. Therefore, frozen Sects. (6 µm) were prepared with a Cryostar, allowed to dry for 30 min at room temperature to avoid detachment and stored in a refrigerator until stained. Sections were rinsed with 60% isopropanol, stained in a freshly prepared Oil Red O working solution (60% of 0.5 g/100 ml Oil Red O stock solution dissolved in 99% isopropanol, 40% distilled water) for 10 min at room temperature. Stained sections were washed in 60% isopropanol and washed by three changes of water. Images were obtained using Olympus VS200 slide scanner.

### RNA isolation from tissue samples

Flash-frozen tissues were lysed in Qiazol reagent and dissociated by using stainless steel beads (Qiagen, Hilden, Germany) at 50 Hz for 1 min (3 runs) in the TissueLyser (Qiagen, Hilden, Germany). In between runs, samples were cooled on ice for 3 min. RNA was isolated using the PeqGOLD total RNA kit (Peqlab, Radnor, USA), quantified via Nanodrop (Thermo Fisher Scientific, Waltham, MA, USA) and stored at − 20 °C.

### qPCR analysis

Isolated RNA was reverse transcribed to cDNA using the RevertAid RT Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA), diluted to a final concentration of 1 µg/µl before cDNA was amplified using Blue SybrGreen qPCR Mastermix (Biozym Scientific, Olendorf, Germany). Relative mRNA concentrations were normalized to the expression of TATA-box binding protein (TBP) and transcription factor IIB (TFIIb) and quantified using the comparative ΔCt method.

Primer sequences are listed in Additional file 6: Table 2.

### RNA sequencing (RNA-seq) and data analysis

Total RNA was isolated from liver samples of three mice per group from acute DR cohorts as described above. Library preparation and RNA sequencing were performed by the Beijing Genomics Institute (BGI; Shenzhen, China). Following quality control (RIN > 8), samples underwent oligo-dT enrichment, fragmentation and reverse transcription. Strand-specific mRNA libraries were prepared and sequenced using DNA nanoball technology (DNBSEQ, BGI). Data were analysed using Dr.Tom data visualization solution (BGI) including Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, Gene Set Enrichment Analysis (GSEA), hierarchical clustering and Venn diagram. Genes with an adjusted *p* value < 0.05 and log2FC > 0.585 were considered differentially expressed.

### NMR sample preparation

For polar metabolite extraction, 140 µl ice-cold methanol was added to 70 µl plasma, tubes were mixed by shaking, and stored at − 20 °C for 1 h. After centrifugation at 13,000 rpm for 30 min (4 °C), the supernatant was transferred to new 1.5 ml tubes and subsequently lyophilized. Plasma metabolic analysis was conducted at 310 K using a Bruker Advance Neo 600 MHz NMR spectrometer equipped with a TXI probe head. The Carr-Purcell-Meiboom-Gill pulse sequence was used to acquire ^1^H one-dimensional NMR spectra with presaturation for water suppression (cpmgpr1d, 512 scans, 73,728 points in F1, 12,019.230 Hz spectral width, recycle delay of 4 s). NMR spectral data were processed as previously described [50]. Shortly, data were processed in Bruker Topspin version 4.0.2 using one-dimensional exponential window multiplication of the FID, Fourier transformation and phase correction. NMR data were then imported to Matlab2014b, TSP was used as an internal standard for chemical shift referencing (set to 0 parts per million), regions around the water, TSP and methanol signals were excluded, NMR spectra were aligned, and a probabilistic quotient normalization was performed. Quantification of metabolites was carried out by signal integration of normalized spectra and use of the TSP signal as internal standard.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 8 (GraphPad Software). Statistically significant differences were determined as described in the figure legends. If not noted otherwise, data represent mean values ± SEM with the following grades of statistical significance: *p < 0.05, **p < 0.01 and ***p < 0.001.

## Supplementary Information

Additional file 1: Fig. S1 KEGG pathway analysis and differential expression of key metabolic genes based on RNAseq data from the livers of fed and intermittently fasted mice.

Additional file 2: Fig. S2 KEGG pathway analysis and differential expression of key metabolic genes based on RNAseq data from the livers of fed and FMD-fed mice.

Additional file 3: Table 1 Main functions of metabolic genes selected for qPCR analyses.

Additional file 4: Fig. S3 Apoptosis detection in the liver upon acute dietary restriction.

Additional file 5: Fig. S4 Histologic properties of the liver upon acute dietary restriction.

Additional file 6: Table 2 Primer sequences used for qPCR.

Additional file 7: Table 3 Individual data values for Fig. 2

Additional file 8: Table 4 Individual data values for Fig. 4

Additional file 9: Table 5 Individual data values for Fig. 5

Additional file 10: Table 6 Individual data values for Fig. 6

Additional file 11: Table 7 Individual data values for Fig. 7

## Data Availability

All data generated or analysed during this study are included in this published article and its supplementary information, or are available in publicly accessible repositories. NMR measurement data can be found in Additional files of the manuscript. The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE279842 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE279842).

## Abbreviations

Acacb: Acetyl-CoA carboxylase beta
Acot1: Acyl-CoA thioesterase 1
Acss2: Acyl-CoA synthetase short chain family member 2
Bax: BCL2-associated X protein
Bak1: BCL2-antagonist/killer 1
Bbc3: BCL2 binding component 3
BCAA: Branched-chain amino acids
Cdkn1a: Cyclin dependent kinase inhibitor 1A
Cpt1a: Carnitine palmitoyltransferase 1a
Cpt2: Carnitine palmitoyltransferase 2
DEGs: Differentially expressed genes
DR: Dietary restriction
FA: Fatty acid
Fasn: Fatty acid synthase
FFA: Free fatty acids
FGF21: Fibroblast growth factor 21
FITC: Fluorescein isothiocyanate
FMD: Fasting-mimicking diet
Gadd45b: Growth arrest and DNA damage inducible beta
GSEA: Gene Set Enrichment Analysis
Gyk1: Glycerol kinase
G6pc: Glucose-6-phosphatase, catalytic
Hadha: Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha
Hadhb: Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit beta
HIF-1: Hypoxia-inducible factor 1
Hmgcs2: 3-Hydroxy-3-methylglutaryl-Coenzyme A synthase 2
Hspb1: Heat shock protein family B member 1
IF: Intermittent fasting
KEGG: Kyoto Encyclopedia of Genes and Genomes
Lpin1: Lipin 1
MAPK: Mitogen-activated protein kinase
Mcl1: Myeloid cell leukaemia sequence 1
Mdm2: Mouse double minute 2 *homologue*
NMR: Nuclear magnetic resonance
PAS staining: Periodic acid Schiff staining
Pck1: Phosphoenolpyruvate carboxykinase 1
Pcx: Pyruvate carboxylase
Pdk4: Pyruvate dehydrogenase kinase, isoenzyme 4
PPAR: Peroxisome proliferator-activated receptor
Ppara: Peroxisome proliferator activated receptor alpha
Ppargc1a: Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha
RNA-seq: RNA sequencing
Scd1: Stearoyl-CoA desaturase 1
sPLS-DA: Sparse partial least squares discriminant analysis
TBP: TATA-box binding protein
TFIIb: Transcription factor IIB
TIGAR: TP53 induced glycolysis regulatory phosphatase
Trp53: Transformation related protein 53
Trp53inp1: Transformation related protein P53 inducible nuclear protein 1
TUNEL assay: Terminal deoxynucleotidyl transferase-mediated dUTP nick end-labelling
3-HB: 3-Hydroxybutyrate

How the deposited data were processed for this re-analysis (not part of the article)

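RNA-seq values of the livers of 9 mice were analysed: 3 FED, 3 IF and 3 FMD mice from the acute experiment, labelled replicates 1, 2 and 3 in FED and IF and 1, 2 and 4 in FMD. Samples were grouped by these labels. The TPM values were used as deposited by the authors, who made strand-specific oligo-dT libraries, sequenced them on DNBSEQ and normalized the values over the transcripts they quantified. The paper's text does not name the aligner, the annotation or the test used. The table gives 2 decimals and lists 5608 genes, of which 48 are 0 in all libraries. It holds part of each library, so the table's sum is not a depth, the depth of the libraries is unknown, and no interval for counting error is given.

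Values were analysed as log2(TPM + 1) for the 4665 genes with a mean TPM of at least 1, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, moderated tests, 1 fit of all 9 libraries). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.585. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 17 lists with at least 3 genes tested. The lists cover the KEGG pathways the paper names, its qPCR p53 targets, and heat shock, immediate early, circadian clock, glucocorticoid response, acute phase, integrated stress response and interferon response genes. Reactome sets shipped with fgsea 1.28.0 were tested as an alternative where they held 5 to 500 genes tested. Distances between libraries were tested by exact permutation. Tables and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

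The genes named in the text are those the paper names in its RNA-seq results or Fig. 3F, those of its qPCR panels, the 3 largest rises and falls per comparison among called genes whose groups do not overlap, up to 3 members with the smallest adjusted p per list, and members of the stress, clock, acute phase and tissue lists. Alternatives covered the pseudocount, the filter, scaling, quantile normalization, 1 fit per pair of groups, the trend, a replicate block, the thresholds, each library left out, and the list test. The fits after scaling with a library left out, fry and estimated correlation after scaling, removal of length and GC trends, Fisher's test, separate FED libraries, scaled distances and scaled shares of genes without overlap were added after seeing the data. The fitting was tested on simulated data in 10 simulations with 200 changed genes: without a shift 96.7% were recovered and 2.59% of the calls were false. A 1.25-fold shift of all genes was then added in both IF and FMD. Of the IF vs FED calls, 40.9% were false without scaling and 2.84% with it. That shift was smaller than the median 1.40-fold rise in FMD vs FED. Length and GC content were known for 99.7% of the genes tested. Genes outside the table and the qPCR measurements at later stages of the paper were not analysed here.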

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

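All tests of explanations in this part were chosen only after the results were seen.

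Maff differed between FMD and IF in the direct test, with a log2 fold change of 3.61 and every FMD library above every IF library. After scaling it was 3.35. Without each FMD library in turn, its adjusted p after scaling from limma was at most 0.000414, so neither a shift of all listed genes nor 1 FMD library accounts for it. Maff fell in IF vs FED (-0.84, adjusted p = 0.0285) and rose in FMD vs FED (2.77, adjusted p = 3.3e-05). The diets remain an open explanation, and the labels give no batches.

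The heat shock list was higher in FMD than in IF by 0.54 on the log2 scale in the direct test (camera adjusted p = 4.3e-04), with 7 of 7 genes tested above the median of all genes. The adjusted p was 5.4e-05 after scaling, 0.000185 with the length and GC trends removed as well, and at most 0.000473 after scaling without each FMD library, which argues against a shift of all genes, these trends or 1 FMD library as the whole cause. Over its alternatives with camera or fry the adjusted p ranged from 3.8e-06 to 0.822, the highest with the correlation between genes estimated. After scaling, 5 of the 7 genes had every FMD library above every IF library. A different time of day at sacrifice cannot be told apart from the diets, since each group has its own schedule; the circadian clock list gave an adjusted p of 0.869 after scaling. Nor can a lower body temperature in IF mice be told apart, as it follows the diets and body temperature was not used here. Of the cold-inducible genes, Cirbp changed by -1.04 (adjusted p = 0.0257) before scaling. Rbm3 was at 35.7 ± 5.48 TPM in FED, 128 ± 21.3 TPM in IF and 129 ± 46.8 TPM in FMD mice (SD, n = 3 each). It was thus higher than in FED in both diet groups, and changed by -0.31 in FMD vs IF after scaling. Against FED, the heat shock list differed by -0.08 in IF (camera adjusted p = 0.579, scaled 0.520) and by 0.46 in FMD (0.0928, scaled 0.0119). The list thus rose in FMD more than it fell in IF. Cirbp was at 15.3 ± 3.01 TPM in FED, 52.3 ± 14.4 TPM in IF and 24.3 ± 2.32 TPM in FMD mice (SD, n = 3 each). The Reactome set for regulation of the HSF1-mediated response, with 31 genes tested, differed by 0.07 between FMD and IF (adjusted p = 0.407, scaled 0.634).

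The interferon response list, outside the genes the paper discusses, was lower in both diet groups, at -0.79 in IF (camera adjusted p = 1.9e-05) and -0.89 in FMD (adjusted p = 2.1e-06), on the log2 scale relative to the other genes. Only 5 of its 19 genes were tested, and 2 were called lower in IF and 3 in FMD, or 3 in each after scaling. Oas1a, Oasl2 and Xaf1 were low, at a mean of 3.04, 1.39 and 1.47 TPM in FED. Xaf1 was at 2.79 TPM in FMD. Fry gave an adjusted p of 0.0453 in IF and 0.0683 in FMD, or 0.00948 and 0.00431 after scaling. Camera with the correlation estimated gave 0.250 and 0.150. With the correlation fixed, camera's larger adjusted p of the 2 comparisons was 0.00821 after scaling and 0.0104 with the length and GC trends removed as well. Without each FED library it was at most 0.00853, so the shift, the trends and 1 FED library do not account for the whole pattern. The wider Reactome set for interferon signalling, with 41 genes tested, did not show it in IF (a difference of 0.01, adjusted p = 0.833), and in FMD its adjusted p was 0.0172, or 0.192 after scaling. For the Reactome set for interferon gamma signalling, with 25 genes tested, it was 4.0e-04 in FMD (a difference of -0.17), or 0.0601 after scaling. Whether the fall extends beyond the genes of the list thus depends on scaling in FMD, and the diets are an open explanation that was not tested further.

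Mt2 had the largest rise in IF vs FED, 5.12 on the log2 scale, and Mt1 rose with it (3.87), genes outside those the paper discusses. The smallest change of the 2 genes over both comparisons was 2.72 after scaling, more than a shift of all genes gives. A candidate explanation is a glucocorticoid response. The glucocorticoid list without Mt1 and Mt2 gave a fry p of at most 0.00755 after scaling in the 2 comparisons, with 8 of 9 genes above the median in IF and 9 of 9 in FMD. Glucocorticoids were not measured in these libraries, and other inducers of these genes were not tested. In FMD, Mt2 was at 427 TPM in replicate 1 against 90.7 and 20.9, and without that library it rose by 3.30 on the log2 scale against 4.38 with it.

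Selenbp2 had the largest fall in IF vs FED, -5.25 on the log2 scale, and is outside the genes the paper discusses. Its change nearest 0 over both comparisons was -5.53 after scaling, so a shift of all genes does not account for it. Reads assigned to the paralog Selenbp1 instead would raise that gene by the TPM lost, but Selenbp1 gained at most 5.14% of it. Its level was 1684 ± 310 TPM in FED, 42.9 ± 3.05 in IF and 26.3 ± 13.9 in FMD mice (SD, n = 3 each). The diets are an open explanation.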

How the results depend on the processing

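The alternatives after scaling with a library left out, fry and estimated correlation after scaling, removal of the length and GC trends, Fisher's test and separate FED libraries were chosen after seeing the data. Where no value below shows it, the cause was not tested. Stricter thresholds give fewer calls by construction. The direction of a list is that of its test, which can differ from the sign of its mean difference in log2 fold change. For p53 signalling this difference was 0.16 in IF and 0.33 in FMD vs FED, and 0.17 and 0.34 after scaling.

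After median-of-ratios scaling, changed values were 333 for genes in IF vs FED, 519 for genes in FMD vs FED, 104 for genes in FMD vs IF, 216 for genes in both, 303 for genes in FMD vs FED only and 8 for lists in FMD vs FED. Lists no longer past the threshold had an adjusted p of 0.268 (steroid biosynthesis in IF vs FED), 0.0609 (steroid biosynthesis in FMD vs FED) and 0.315 (steroid biosynthesis in FMD vs IF). Lists newly past it had an adjusted p of 0.0457 (qPCR p53 targets in IF vs FED), 0.0119 (qPCR p53 targets in FMD vs FED), 0.00560 (PPAR signalling in FMD vs FED), 0.0119 (heat shock in FMD vs FED), 0.00651 (immediate early in FMD vs FED), 4.9e-04 (glucocorticoid response in FMD vs FED) and 0.0116 (integrated stress response in FMD vs IF). Lists whose test changed direction had an adjusted p of 0.560 (p53 signalling in IF vs FED), 0.367 (p53 signalling in FMD vs FED), 0.448 (circadian clock in FMD vs FED), 0.0905 (integrated stress response in FMD vs FED), 0.869 (glycolysis and gluconeogenesis in FMD vs IF), 0.869 (circadian clock in FMD vs IF) and 0.396 (glucocorticoid response in FMD vs IF). Genes with another direction in IF vs FED had log2 fold changes of -0.041 (Cacybp), -0.21 (Ces2e), -0.26 (Hp), -0.22 (Ier2), -0.084 (Ier3), -0.11 (Junb), -0.052 (Klf6) and -0.063 (Scd1). Genes with another direction in FMD vs FED had log2 fold changes of -0.41 (Arntl), -0.19 (Bhlhe40), -0.34 (Fkbp4), -0.35 (Hp), -0.17 (Mcl1), -0.35 (Nfil3), -0.51 (Pltp) and -0.065 (Saa3). Genes with another direction in FMD vs IF had log2 fold changes of -0.14 (Arntl), -0.17 (Cd74), -0.17 (Cpt2), -0.085 (Cry2), -0.13 (Dbp), -0.14 (Dusp1), -0.19 (Fasn), -0.0057 (Gk), -0.090 (Hp), -0.27 (Hpx), -0.19 (Orm2) and -0.088 (Tigar).

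With quantile normalization, changed values were 326 for genes in IF vs FED, 514 for genes in FMD vs FED, 98 for genes in FMD vs IF, 208 for genes in both, 306 for genes in FMD vs FED only and 9 for lists in FMD vs FED. Falling short of the threshold were lists with an adjusted p of 0.271 (steroid biosynthesis in IF vs FED), 0.0709 (steroid biosynthesis in FMD vs FED) and 0.386 (steroid biosynthesis in FMD vs IF). Newly past the threshold were lists with an adjusted p of 0.0172 (qPCR p53 targets in FMD vs FED), 0.00160 (PPAR signalling in FMD vs FED), 0.0468 (fatty acid elongation in FMD vs FED), 0.00546 (heat shock in FMD vs FED), 0.00546 (immediate early in FMD vs FED), 2.7e-04 (glucocorticoid response in FMD vs FED) and 0.00725 (integrated stress response in FMD vs IF). The direction of the test changed for lists with an adjusted p of 0.558 (p53 signalling in IF vs FED), 0.372 (p53 signalling in FMD vs FED), 0.541 (circadian clock in FMD vs FED), 0.0709 (integrated stress response in FMD vs FED), 0.408 (glycolysis and gluconeogenesis in FMD vs IF), 0.898 (fatty acid elongation in FMD vs IF), 0.991 (circadian clock in FMD vs IF) and 0.386 (glucocorticoid response in FMD vs IF). In the opposite direction, genes in IF vs FED had log2 fold changes of -0.035 (Cacybp), -0.19 (Ces2e), -0.015 (Dnaja1), -0.24 (Hp), -0.22 (Ier2), -0.11 (Ier3), -0.10 (Junb) and -0.058 (Klf6). In the opposite direction, genes in FMD vs FED had log2 fold changes of -0.44 (Arntl), -0.20 (Bhlhe40), -0.26 (Fkbp4), -0.066 (Hp), -0.14 (Mcl1), -0.38 (Nfil3), -0.51 (Pltp) and -0.10 (Saa3). In the opposite direction, genes in FMD vs IF had log2 fold changes of -0.17 (Arntl), -0.15 (Cd74), -0.085 (Cpt2), -0.011 (Cry1), -0.12 (Cry2), -0.12 (Dbp), -0.14 (Dusp1), -0.23 (Fasn), -0.18 (Hpx), -0.23 (Orm2) and -0.12 (Tigar).

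At an absolute log2 fold change over 1, changed values were 169 for genes in IF vs FED, 397 for genes in FMD vs FED, 52 for genes in FMD vs IF, 130 for genes in both, 39 for genes in IF vs FED only and 267 for genes in FMD vs FED only.

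With no limit on the fold change, changed values were 1112 for genes in IF vs FED, 3135 for genes in FMD vs FED, 1005 for genes in both and 2130 for genes in FMD vs FED only.

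At an adjusted p under 0.01, changed values were 364 for genes in IF vs FED, 19 for genes in FMD vs IF and 56 for genes in IF vs FED only.

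With 1 fit per pair of groups, changed values were 24 for genes in FMD vs IF. In addition, the threshold was passed by lists with an adjusted p of 0.0496 (qPCR p53 targets in IF vs FED). Another direction of the test was seen for lists with an adjusted p of 0.674 (circadian clock in IF vs FED), 0.960 (circadian clock in FMD vs IF) and 0.863 (glucocorticoid response in FMD vs IF).

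With the replicate number as a replicate block, changed values were 772 for genes in FMD vs IF and 0.651 for the correlation. Lists newly past it had an adjusted p of 0.0130 (heat shock in FMD vs FED) and 0.00513 (glucocorticoid response in FMD vs FED). Lists whose test changed direction had an adjusted p of 0.772 (p53 signalling in IF vs FED), 0.794 (circadian clock in IF vs FED), 0.899 (p53 signalling in FMD vs FED), 0.486 (integrated stress response in FMD vs FED), 0.826 (glycolysis and gluconeogenesis in FMD vs IF) and 0.406 (glucocorticoid response in FMD vs IF). Genes with another direction in FMD vs FED had log2 fold changes of 0.28 (Cd74). Genes with another direction in FMD vs IF had log2 fold changes of -0.14 (Dbp), -0.22 (Dusp1), -0.086 (Fasn), 0.063 (Nfil3) and 0.13 (Rbm3).

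With separate FED libraries for the 2 comparisons, changed values were 0.653 for the correlation.

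For camera with the correlation estimated, changed values were 0 for lists in IF vs FED, 0 for lists in FMD vs FED and 0 for lists in FMD vs IF, where 2, 2 and 0 lists had an unadjusted p under 0.05. Not past the threshold any more were lists with an adjusted p of 0.305 (PPAR signalling in IF vs FED), 0.305 (fatty acid degradation in IF vs FED), 0.305 (steroid biosynthesis in IF vs FED), 0.491 (protein processing in the endoplasmic reticulum in IF vs FED), 0.250 (fatty acid elongation in IF vs FED), 0.490 (glucocorticoid response in IF vs FED), 0.305 (acute phase in IF vs FED), 0.250 (interferon response in IF vs FED), 0.591 (fatty acid degradation in FMD vs FED), 0.150 (steroid biosynthesis in FMD vs FED), 0.331 (acute phase in FMD vs FED), 0.150 (interferon response in FMD vs FED), 0.822 (steroid biosynthesis in FMD vs IF), 0.890 (protein processing in the endoplasmic reticulum in FMD vs IF), 0.822 (heat shock in FMD vs IF) and 0.890 (immediate early in FMD vs IF).

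With estimated correlation after median-of-ratios scaling, changed values were 0 for lists in IF vs FED, 0 for lists in FMD vs FED and 0 for lists in FMD vs IF, where 2, 3 and 1 lists had an unadjusted p under 0.05. Lists no longer past the threshold had an adjusted p of 0.257 (PPAR signalling in IF vs FED), 0.257 (fatty acid degradation in IF vs FED), 0.630 (steroid biosynthesis in IF vs FED), 0.257 (protein processing in the endoplasmic reticulum in IF vs FED), 0.257 (fatty acid elongation in IF vs FED), 0.257 (glucocorticoid response in IF vs FED), 0.438 (acute phase in IF vs FED), 0.257 (interferon response in IF vs FED), 0.380 (fatty acid degradation in FMD vs FED), 0.380 (steroid biosynthesis in FMD vs FED), 0.380 (acute phase in FMD vs FED), 0.268 (interferon response in FMD vs FED), 0.758 (steroid biosynthesis in FMD vs IF), 0.348 (protein processing in the endoplasmic reticulum in FMD vs IF), 0.348 (heat shock in FMD vs IF) and 0.348 (immediate early in FMD vs IF). Lists whose test changed direction had an adjusted p of 0.659 (p53 signalling in IF vs FED), 0.380 (p53 signalling in FMD vs FED), 0.607 (circadian clock in FMD vs FED), 0.457 (integrated stress response in FMD vs FED), 0.901 (glycolysis and gluconeogenesis in FMD vs IF), 0.901 (circadian clock in FMD vs IF) and 0.758 (glucocorticoid response in FMD vs IF).

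Under fry, changed values were 13 for lists in FMD vs FED and 7 for lists in FMD vs IF. Falling short of the threshold were lists with an adjusted p of 0.529 (steroid biosynthesis in IF vs FED), 0.947 (protein processing in the endoplasmic reticulum in IF vs FED), 0.325 (acute phase in IF vs FED), 0.253 (steroid biosynthesis in FMD vs FED), 0.253 (acute phase in FMD vs FED), 0.0683 (interferon response in FMD vs FED) and 0.660 (steroid biosynthesis in FMD vs IF). Newly past the threshold were lists with an adjusted p of 0.00755 (qPCR p53 targets in IF vs FED), 0.0155 (glycolysis and gluconeogenesis in IF vs FED), 0.0201 (MAPK signalling in IF vs FED), 0.0269 (HIF-1 signalling in IF vs FED), 0.00755 (circadian clock in IF vs FED), 2.5e-04 (qPCR p53 targets in FMD vs FED), 3.3e-04 (PPAR signalling in FMD vs FED), 6.7e-04 (glycolysis and gluconeogenesis in FMD vs FED), 4.8e-04 (MAPK signalling in FMD vs FED), 6.2e-04 (HIF-1 signalling in FMD vs FED), 3.5e-05 (fatty acid elongation in FMD vs FED), 7.3e-04 (heat shock in FMD vs FED), 0.00396 (immediate early in FMD vs FED), 0.00113 (glucocorticoid response in FMD vs FED), 0.0232 (qPCR p53 targets in FMD vs IF), 0.0234 (MAPK signalling in FMD vs IF) and 0.0234 (HIF-1 signalling in FMD vs IF). The direction of the test changed for lists with an adjusted p of 0.0325 (p53 signalling in IF vs FED), 0.325 (heat shock in IF vs FED), 0.807 (immediate early in IF vs FED), 0.874 (integrated stress response in IF vs FED), 0.0176 (protein processing in the endoplasmic reticulum in FMD vs FED), 0.00136 (p53 signalling in FMD vs FED), 3.9e-04 (circadian clock in FMD vs FED), 0.0698 (integrated stress response in FMD vs FED), 0.757 (PPAR signalling in FMD vs IF), 0.413 (fatty acid degradation in FMD vs IF), 0.0518 (glycolysis and gluconeogenesis in FMD vs IF), 0.0234 (fatty acid elongation in FMD vs IF), 0.0518 (circadian clock in FMD vs IF), 0.277 (glucocorticoid response in FMD vs IF), 0.942 (acute phase in FMD vs IF) and 0.660 (interferon response in FMD vs IF).

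Under fry after median-of-ratios scaling, changed values were 13 for lists in FMD vs FED. Not past the threshold any more were lists with an adjusted p of 0.253 (steroid biosynthesis in IF vs FED), 0.0887 (acute phase in IF vs FED) and 0.404 (steroid biosynthesis in FMD vs IF). In addition, the threshold was passed by lists with an adjusted p of 0.00948 (qPCR p53 targets in IF vs FED), 0.0377 (MAPK signalling in IF vs FED), 1.0e-04 (qPCR p53 targets in FMD vs FED), 0.0147 (PPAR signalling in FMD vs FED), 0.00295 (MAPK signalling in FMD vs FED), 0.00720 (HIF-1 signalling in FMD vs FED), 0.00930 (fatty acid elongation in FMD vs FED), 0.00621 (heat shock in FMD vs FED), 0.0100 (immediate early in FMD vs FED), 0.00431 (glucocorticoid response in FMD vs FED), 0.00915 (qPCR p53 targets in FMD vs IF) and 0.0272 (MAPK signalling in FMD vs IF). Another direction of the test was seen for lists with an adjusted p of 0.105 (p53 signalling in IF vs FED), 0.0184 (p53 signalling in FMD vs FED), 0.139 (circadian clock in FMD vs FED), 0.207 (integrated stress response in FMD vs FED), 0.880 (glycolysis and gluconeogenesis in FMD vs IF), 0.880 (circadian clock in FMD vs IF) and 0.629 (glucocorticoid response in FMD vs IF).

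For each list without its most changed member, changed values were 2 for lists in FMD vs IF. Lists no longer past the threshold had an adjusted p of 0.0776 (steroid biosynthesis in IF vs FED), 0.344 (steroid biosynthesis in FMD vs IF) and 0.411 (immediate early in FMD vs IF). Lists newly past it had an adjusted p of 0.0255 (integrated stress response in IF vs FED). Lists whose test changed direction had an adjusted p of 0.576 (circadian clock in IF vs FED) and 0.792 (p53 signalling in FMD vs IF).

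With the length and GC trend removed after scaling, changed values were 8 for lists in FMD vs FED. Falling short of the threshold were lists with an adjusted p of 0.321 (steroid biosynthesis in IF vs FED), 0.0687 (steroid biosynthesis in FMD vs FED) and 0.261 (steroid biosynthesis in FMD vs IF). Newly past the threshold were lists with an adjusted p of 0.0176 (qPCR p53 targets in FMD vs FED), 0.00605 (PPAR signalling in FMD vs FED), 0.0186 (heat shock in FMD vs FED), 0.00605 (immediate early in FMD vs FED), 3.9e-04 (glucocorticoid response in FMD vs FED) and 0.0135 (integrated stress response in FMD vs IF). The direction of the test changed for lists with an adjusted p of 0.616 (p53 signalling in IF vs FED), 0.354 (p53 signalling in FMD vs FED), 0.456 (circadian clock in FMD vs FED), 0.0846 (integrated stress response in FMD vs FED), 0.911 (circadian clock in FMD vs IF) and 0.401 (glucocorticoid response in FMD vs IF).

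In Fisher's exact test on the called genes, not past the threshold any more were lists with an adjusted p of 1 (steroid biosynthesis in IF vs FED). In addition, the threshold was passed by lists with an adjusted p of 4.3e-04 (PPAR signalling in FMD vs FED) and 0.0276 (MAPK signalling in FMD vs IF). The Fisher tests were one-sided in the direction the paper gives. That is lower for steroid biosynthesis and protein processing in the endoplasmic reticulum, and higher for the other lists. Their direction was thus set and not found in the data. It differed from camera's for p53 signalling in IF vs FED (adjusted p = 0.173) and FMD vs FED (0.372). The same held for fatty acid elongation in FMD vs IF (0.826).

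In Fisher's exact test after scaling, lists no longer past the threshold had an adjusted p of 1 (steroid biosynthesis in IF vs FED). Lists newly past it had an adjusted p of 8.8e-06 (PPAR signalling in FMD vs FED). The direction was again set to the paper's. Where it differed from camera's, the adjusted p was 0.0731 (p53 signalling in IF vs FED), 0.0535 (p53 signalling in FMD vs FED) and 0.306 (fatty acid elongation in FMD vs IF).

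At a mean TPM of at least 5, falling short of the threshold were lists with an adjusted p of 0.209 (immediate early in FMD vs IF). The direction of the test changed for lists with an adjusted p of 0.817 (p53 signalling in IF vs FED), 0.817 (circadian clock in IF vs FED) and 0.971 (p53 signalling in FMD vs IF).

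For the nearest Reactome pathway, not past the threshold any more were lists with an adjusted p of 0.833 (interferon response in IF vs FED), 0.455 (fatty acid degradation in FMD vs FED), 0.177 (protein processing in the endoplasmic reticulum in FMD vs IF) and 0.407 (heat shock in FMD vs IF). Another direction of the test was seen for lists with an adjusted p of 0.922 (p53 signalling in IF vs FED), 0.756 (p53 signalling in FMD vs FED), 0.800 (circadian clock in FMD vs FED), 0.644 (glycolysis and gluconeogenesis in FMD vs IF) and 0.834 (circadian clock in FMD vs IF).

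With pseudocount 0.1, lists newly past it had an adjusted p of 0.0353 (integrated stress response in IF vs FED).

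Without a filter on low values, falling short of the threshold were lists with an adjusted p of 0.0690 (steroid biosynthesis in FMD vs IF). Newly past the threshold were lists with an adjusted p of 0.0475 (heat shock in FMD vs FED).

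Residuals of libraries with the same replicate number correlated at 0.00348 to 0.177. Libraries with different numbers were not compared, so these values cannot show whether the numbers pair libraries. For single named genes under median-of-ratios scaling, 172 kept their direction and side of the threshold, 40 fell below it, 7 passed it and 28 changed direction. With 1 fit per pair of groups, 218 kept both, 23 fell below and 6 passed it. The unknown depth limits what can be said of genes with low TPM.

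With each library left out in turn, as deposited or scaled, counts ranged as follows: genes in FMD vs FED 407 (scaled, without FED replicate 1) to 2174 (without FMD replicate 4), genes in FMD vs IF 16 (scaled, without IF replicate 1) to 819 (without FMD replicate 4), genes in IF vs FED 215 (scaled, without IF replicate 2) to 609 (without FMD replicate 1), genes in FMD vs FED only 243 (scaled, without FMD replicate 1) to 1700 (without FMD replicate 4), genes in IF vs FED only 52 (scaled, without IF replicate 2) to 153 (scaled, without FMD replicate 2) and genes in both 158 (scaled, without FED replicate 1) to 485 (without FMD replicate 1). Past the threshold were, in the same fits, lists in FMD vs FED 4 (without FED replicate 2) to 9 (scaled, without FED replicate 2) and lists in FMD vs IF 2 (without IF replicate 3) to 5 (without IF replicate 2). The same fits gave for the correlation 0.658 (without FMD replicate 4) to 0.800 (scaled, without FMD replicate 1).

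The camera adjusted p of the lists ranged as follows in these fits: PPAR signalling, FMD vs FED 7.3e-04 (scaled, without FMD replicate 1) to 0.552 (without FMD replicate 2), PPAR signalling, FMD vs IF 0.00139 (without FMD replicate 2) to 0.905 (scaled, without FMD replicate 4), circadian clock, FMD vs FED 0.238 (scaled, without FMD replicate 1) to 0.920 (without FED replicate 1), circadian clock, FMD vs IF 0.431 (without FMD replicate 2) to 0.996 (without FED replicate 2), circadian clock, IF vs FED 0.308 (scaled, without FED replicate 1) to 0.997 (without IF replicate 2), fatty acid degradation, FMD vs IF 0.00129 (without FMD replicate 2) to 0.727 (scaled, without FMD replicate 1), fatty acid elongation, FMD vs IF 0.425 (without FMD replicate 2) to 0.996 (without FED replicate 2), glucocorticoid response, FMD vs IF 0.0712 (scaled, without FMD replicate 4) to 0.996 (without FED replicate 2), glycolysis and gluconeogenesis, FMD vs IF 0.506 (without FMD replicate 2) to 0.996 (without FED replicate 2), immediate early, IF vs FED 0.140 (without IF replicate 1) to 0.817 (scaled, without FED replicate 1), integrated stress response, FMD vs FED 0.0208 (scaled, without FMD replicate 4) to 0.881 (without FMD replicate 2), interferon response, FMD vs IF 0.129 (without IF replicate 1) to 0.916 (scaled, without IF replicate 3), p53 signalling, FMD vs FED 0.194 (scaled, without FMD replicate 2) to 0.984 (without FMD replicate 4), p53 signalling, FMD vs IF 0.448 (scaled, without IF replicate 1) to 0.996 (without FED replicate 2), p53 signalling, IF vs FED 0.448 (scaled, without FMD replicate 2) to 0.957 (without IF replicate 3), protein processing in the endoplasmic reticulum, FMD vs FED 0.159 (scaled, without FMD replicate 1) to 0.840 (scaled, without FMD replicate 2), steroid biosynthesis, FMD vs FED 9.8e-06 (without FMD replicate 4) to 0.1001 (scaled, without FED replicate 3), steroid biosynthesis, IF vs FED 0.00323 (without IF replicate 3) to 0.485 (scaled, without IF replicate 1).

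For single genes, the log2 fold changes that passed 0 ranged as follows: Arntl, FMD vs FED -0.29 (without FMD replicate 1) to 0.46 (without FMD replicate 4), Arntl, FMD vs IF -0.27 (without FMD replicate 1) to 0.48 (without FMD replicate 4), Arntl, IF vs FED -0.095 (without IF replicate 1) to 0.086 (without IF replicate 3), Cd74, FMD vs FED -0.47 (without FED replicate 1) to 0.17 (without FMD replicate 4), Cd74, FMD vs IF -0.084 (without FMD replicate 2) to 0.44 (without FMD replicate 4), Ces2e, IF vs FED -0.020 (without FED replicate 3) to 0.13 (without FED replicate 1), Cpt2, FMD vs IF -0.010 (without FMD replicate 2) to 0.20 (without IF replicate 1), Dbp, FMD vs IF -0.15 (without FMD replicate 2) to 0.64 (without FMD replicate 1), Dusp1, FMD vs IF -0.38 (without IF replicate 3) to 0.42 (without IF replicate 1), Fasn, FMD vs IF -0.23 (without FMD replicate 4) to 0.39 (without FMD replicate 1), Hp, FMD vs FED -0.15 (without FED replicate 2) to 0.40 (without FED replicate 1), Hp, IF vs FED -0.33 (without FED replicate 2) to 0.22 (without FED replicate 1), Hpx, FMD vs IF -0.24 (without FMD replicate 1) to 0.13 (without FMD replicate 4), Ier2, IF vs FED -0.053 (without IF replicate 1) to 0.18 (without IF replicate 3), Ier3, IF vs FED -0.085 (without IF replicate 2) to 0.18 (without IF replicate 1), Ier5, IF vs FED -0.18 (without FED replicate 2) to 0.050 (without FED replicate 3), Junb, IF vs FED -0.13 (without IF replicate 1) to 0.54 (without IF replicate 3), Lcn2, FMD vs FED -0.30 (without FMD replicate 1) to 1.30 (without FMD replicate 4), Lcn2, FMD vs IF -0.036 (without FMD replicate 1) to 1.57 (without FMD replicate 4), Lcn2, IF vs FED -1.06 (without FED replicate 2) to 0.30 (without FED replicate 1), Nfil3, FMD vs FED -0.13 (without FMD replicate 1) to 0.35 (without FMD replicate 2), Nfil3, FMD vs IF -0.45 (without FMD replicate 1) to 0.029 (without FMD replicate 2), Orm2, FMD vs IF -0.67 (without FMD replicate 1) to 0.46 (without FMD replicate 4), Pcx, FMD vs IF -0.32 (without FMD replicate 2) to 0.081 (without FMD replicate 1), Pltp, FMD vs FED -0.26 (without FED replicate 1) to 0.31 (without FED replicate 3), Rbm3, FMD vs IF -0.31 (without FMD replicate 1) to 0.19 (without FMD replicate 4).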

Differences from the paper's values

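The paper reports 749 genes higher and 845 lower in IF vs FED, and the listed genes gave 479 and 74. For the higher genes, the alternatives set before the data were examined that came within 1.5 times the paper's count were pseudocount 0.1 (643), 1 fit per pair of groups (521), a replicate block (505), no limit on the fold change (1025), and the fits without FMD replicate 1 (516) or FMD replicate 4 (507); the other alternatives did not. None of them did for the lower genes.

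The paper's counts for FMD vs FED are 855 higher and 904 lower, against 1658 and 74 here. Without FMD replicate 1, 1069 genes were higher, the 1 alternative of those set before the data were examined within 1.5 times the paper's count. For the lower genes none was; scaling gave 263.

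The paper reports 882 genes common to both comparisons and 712 in IF only, against 445 and 108 here. For the common genes, pseudocount 0.1 (596) and no limit on the fold change (1005) came within 1.5 times, and the other alternatives set before the data were examined did not. For IF only, none did. The table used here lists 5608 genes, so its counts cover fewer genes than a whole transcriptome.

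Fig. 3F, read by eye, puts the log2 fold change of Maff in FMD vs IF at about 4.5, against 3.61 here. It was 4.85 with pseudocount 0.1 and 3.95 with a replicate block, which fall within the error, and the other alternatives set before the data were examined did not. The replicate block takes FMD replicate 4 out of the estimate. Leaving that library out without a block gave 3.87.

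The paper states that more genes of the pathways it examined changed in IF than in FMD mice. For the 93 genes tested of 6 such pathway lists, the counts here went the other way, with 35 called in IF (32 higher and 3 lower) and 57 in FMD (50 higher and 7 lower). After scaling they were 28 (23 higher and 5 lower) and 34 (23 higher and 11 lower), and at an adjusted p under 0.01 they were 27 and 49.

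The paper's text finds MAPK signalling, HIF-1 signalling and fatty acid elongation enriched among the genes higher in FMD than in IF mice, while the legend of Fig. 3G describes genes higher in IF; the text's direction is used here. Camera gave adjusted p values of 0.367, 0.330 and 0.913 here. For the last, the mean difference was 0.07 while camera's statistic, taken over the genes' test statistics rather than their fold changes, pointed lower in FMD. Of the alternatives set before the data were examined, only fry, which does not compare a list with the other genes, called them higher in FMD, each at an adjusted p of 0.0234. MAPK signalling was also called by 2 settings chosen after seeing the values, a Fisher test on the called genes (adjusted p = 0.0276) and fry after scaling (0.0272); fry after scaling gave 0.0715 for HIF-1 signalling and 0.880 for fatty acid elongation.

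PPAR signalling is among the pathways the paper finds enriched in FMD as in IF mice, and camera gave an adjusted p of 0.448 for it in FMD vs FED. It was called higher in FMD with scaling (0.00560), quantile normalization (0.00160) and fry (3.3e-04), all set before the data were examined. Settings chosen after seeing the values that also called it were fry after scaling (0.0147), removal of the length and GC trends after scaling (0.00605), Fisher tests on the called genes without and with scaling (4.3e-04 and 8.8e-06) and each scaled fit with 1 library left out.

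For p53 signalling, which the paper ranks among the top pathways of the genes higher in IF, camera gave an adjusted p of 0.952 in IF vs FED and 0.715 in FMD vs FED, where the paper also describes strong changes. Fry called it higher at 0.0325 and 0.00136, and after scaling, chosen after seeing the values, at 0.0184 in FMD but not in IF (0.105). Glycolysis and gluconeogenesis, also described as strongly changed, had adjusted p values of 0.519 and 0.672 from camera, and fry called it higher at 0.0155 in IF and 6.7e-04 in FMD. No other setting called these 2 lists.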

Other observations

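The tests in this part were chosen only after the results were seen, with the following exceptions. These are the splits of the 6 libraries counted for differentially expressed genes, and camera on the gene lists in the real groups, as deposited or scaled.

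Other splits of the same libraries were fitted in the same way. Of the 10 splits of the 6 libraries of each comparison, 1 gave as many differentially expressed genes as the real split in IF vs FED, 1 in FMD vs FED and 1 in FMD vs IF, in each case the real split itself. The other 9 gave 0 genes in each comparison, with an unadjusted p under 0.05 for 10 to 48, 33 to 263 and 39 to 682 genes, against 1833, 3348 and 1646 in the real splits. Simulated IF and FMD groups without any change, with genes varying independently, gave 0.32 and 0.23 calls on average. The share of splits itself cannot fall under 0.1 with 10 splits. For camera, 1, 7 and 5 of the 10 splits gave as many lists past the threshold in IF vs FED, FMD vs FED and FMD vs IF, and after scaling 1, 1 and 5 did, so under camera the number of lists in FMD vs IF does not stand out from other splits, and that in FMD vs FED stands out after scaling only. Under fry, the real splits gave 11, 13 and 7 lists, or 8, 13 and 5 after scaling, and no other split gave more than 1. Of 100 divisions of the 9 libraries into 3 groups, 3 gave as many genes called in both comparisons. Taking the smaller and the larger of the 2 counts of genes called in 1 comparison only in each division, 2 gave as many as the 108 in IF only and 2 as many as the 1287 in FMD only. The divisions also vary which group serves as the reference. The correlation of the log2 fold changes was as large in 18 of the 100. These divisions mix libraries of groups that differ, so they do not show what a correlation without change would be; simulated groups without change gave at most 0.541, and separate FED libraries at least 0.638.

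More genes were higher than lower against FED. If abundant genes outside the table took fewer of the counts, listed genes of every abundance would rise. The median log2 fold change in FMD vs FED was 0.39, 0.51, 0.54 and 0.50 in 4 equal groups of genes from the lowest to the highest mean TPM, consistent with that explanation. A rise of the listed genes as such gives the same values and stays open.

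FMD replicate 1 lay apart from FMD replicates 2 and 4, at a mean distance of 38.4, while those were 25.2 from each other and the largest mean distance of a library within FED or IF was 16.7. The distance was 30.6 after scaling and 29.9 with the length and GC trends removed as well, while replicates 2 and 4 were then 24.4 and 24.1 apart. The excess fell from 13.2 to 6.18 and 5.72, so much of it went with a shift of all listed genes. Neither the shift nor these trends account for the whole difference: of 17 lists, the median difference of replicate 1 from the other FMD mice lay beyond all 10000 random lists of the same size for 6 after scaling (3 above and 3 below), and for 5 with the trends removed (3 above and 2 below). A mislabelled sample is argued against by 95.3% of the genes called in FMD vs IF without this library (81 of 85), at which it lay past every IF library in the same direction. Reads from immune cells cannot be told apart, since 2 of 9 marker genes were listed: Cd68 was higher by 2.79 on the log2 scale and the more abundant Cd74 by 0.48. After scaling, the median difference was 1.48 for the integrated stress response list and 1.82 for the glucocorticoid list, among those above, and -0.61 for fatty acid degradation and -1.15 for steroid biosynthesis, among those below. Ddit3 was at 121 TPM against 11.8 and 12.1, and Psat1 at 24.8 against 1.30 and 1.08; both were chosen after their values were seen. No biological explanation was tested.

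Relative to other genes, the Reactome set for respiratory electron transport, chosen after the Reactome results were seen, was lower in FMD than in IF after scaling (43 genes, a difference of -0.20, adjusted p = 3.9e-05 over 746 sets, 42 of 43 genes below the median). The difference was -0.18 with the length and GC trends removed (adjusted p = 0.00355) and -0.13 without FMD replicate 1 (adjusted p = 0.00926). These values argue against the trends or that library as the whole cause, although the size of the difference depended partly on the library. The pattern depended on the test, with a limma fry p of 0.0449 and a p of 0.264 with the correlation estimated, and on scaling, without which the difference was -0.17 with an adjusted p of 0.138 over the sets. It may follow the diets, as a hypothesis.

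Further lists, most of them outside the paper's pathways, had the following mean differences from the other genes, with camera's adjusted p. The glucocorticoid response list was at 1.52 (adjusted p = 0.0194, scaled 3.3e-04) in IF and 1.81 (adjusted p = 0.162, scaled 4.9e-04) in FMD vs FED. Acute phase genes were at -0.93 (adjusted p = 1.1e-04, scaled 0.0108) and -1.005 (adjusted p = 4.8e-06, scaled 0.0195). For the integrated stress response the values were -0.18 (adjusted p = 0.0529, scaled 0.598) and 0.63 (adjusted p = 0.715, scaled 0.0905), and 0.82 (adjusted p = 0.312, scaled 0.0116) in FMD vs IF. Immediate early genes were at 0.02 (adjusted p = 0.186, scaled 0.663) and 0.95 (adjusted p = 0.292, scaled 0.00651), and at 0.92 (adjusted p = 0.0450, scaled 8.0e-04) in FMD vs IF. The circadian clock list was at 0.21 (adjusted p = 0.952, scaled 0.520) and 0.22 (adjusted p = 0.715, scaled 0.448). Of the paper's qPCR p53 targets, 4 of 6 were tested, at 1.046 (adjusted p = 0.154, scaled 0.0457) and 1.83 (adjusted p = 0.163, scaled 0.0119). Fatty acid elongation was at 0.54 (adjusted p = 0.00939, scaled 0.00645) and 0.61 (adjusted p = 0.164, scaled 0.0909) against FED.

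The paper's supplementary qPCR values, for 6 IF, 5 FED and 6 FMD mice, cover 13 genes listed here. The log2 ratio of the paper's group means had the same sign as the RNA-seq log2 fold change in 21 of 26 comparisons, and in 22 after scaling. The paper's value against the RNA-seq value was -0.27 against 1.17 for Pcx, -0.83 against 0.37 for Tigar and -0.87 against 0.35 for Trp53inp1 in IF. In FMD it was -1.06 against 0.70 for Bax and -0.50 against 0.37 for Mcl1. Of these RNA-seq values, only that of Pcx had a limma adjusted p under 0.05. After scaling they were 0.90 for Pcx, 0.16 for Tigar, 0.09 for Trp53inp1, 0.16 for Bax and -0.17 for Mcl1. Bax was at 95.8 TPM in FMD replicate 1 against 27.5 and 38.7 TPM in the other FMD mice. The mice measured by qPCR were not matched to the libraries. The supplement repeats some values between genes, and the paper's primer table gives Gyk (Gk here, 1 of the 13 genes) and G6pc the same primers, which limits what the agreement in sign shows.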
